# The type III effector NopL interacts with GmREM1a and GmNFR5 to promote symbiosis in soybean

**DOI:** 10.1038/s41467-024-50228-w

**Published:** 2024-07-12

**Authors:** Chao Ma, Jinhui Wang, Yongkang Gao, Xulun Dong, Haojie Feng, Mingliang Yang, Yanyu Yu, Chunyan Liu, Xiaoxia Wu, Zhaoming Qi, Luis A. J. Mur, Kévin Magne, Jianan Zou, Zhenbang Hu, Zhixi Tian, Chao Su, Pascal Ratet, Qingshan Chen, Dawei Xin

**Keywords:** Rhizobial symbiosis, Symbiosis, Plant signalling

## Abstract

The establishment of symbiotic interactions between leguminous plants and rhizobia requires complex cellular programming activated by Rhizobium Nod factors (NFs) as well as type III effector (T3E)-mediated symbiotic signaling. However, the mechanisms by which different signals jointly affect symbiosis are still unclear. Here we describe the mechanisms mediating the cross-talk between the broad host range rhizobia *Sinorhizobium fredii* HH103 T3E Nodulation Outer Protein L (NopL) effector and NF signaling in soybean. NopL physically interacts with the *Glycine max* Remorin 1a (GmREM1a) and the NFs receptor NFR5 (GmNFR5) and promotes GmNFR5 recruitment by GmREM1a. Furthermore, NopL and NF influence the expression of *GmRINRK1*, a receptor-like kinase (LRR-RLK) ortholog of the *Lotus* RINRK1, that mediates NF signaling. Taken together, our work indicates that *S. fredii* NopL can interact with the NF signaling cascade components to promote the symbiotic interaction in soybean.

## Abstract (web summary)

This study showed that the type III effector NopL can interact with the Nod factor receptor GmNFR5, and the existence of NopL can promote GmREM1 interacts with GmNFR5, which demonstrates a signaling pathway underlying the symbiosis establishment in soybean.

## Introduction

Soybean (*Glycine max* (L.) Merr.), is an important legume crop and an important source of protein and cooking oil for humans and animals^1^. Chemical fertilizers are used extensively to achieve high soybean yields, paradoxically overlooking its symbiotic nitrogen-fixing capability^2,3^. An environmentally ecofriendly agronomic strategy should seek to better exploit rhizobial symbiosis with soybean for sustainable soybean production.

Symbiosis between legumes and rhizobacteria is established via mutual recognition and molecular interactions. In these processes, flavonoids secreted by leguminous host plants induce the production of Nod factors (NFs) by rhizobia^4^, which play a pivotal role in establishing the symbiotic interaction with legumes^5,6^. Host-specificity is determined by the chemical structure of the lipochito-oligosaccharide NFs^7–9^. *NodABC* genes, present in most *Rhizobium* species, are required for the synthesis of the core structure of NFs^10,11^. Other *Nod* genes introduce specific modifications on the NFs core structure to influence the relative symbiotic compatibility between legume hosts and different strains of rhizobia^4,10^.

Rhizobium NFs are perceived by symbiotic receptors that initiate a signaling cascade to cause root-hair infection and nodule organogenesis^12–14^. In lotus and soybean, the NF receptor complex is composed of NFR1 and NFR5, orthologs of *Medicago* LYK3 (lysin motif receptor-like kinase 3) and NFP (Nod Factor Perception)^15,16^. NFR1 and NFR5 form heterocomplexes where NFR5 interacts with SYMRK (SYMBIOSIS RECEPTOR-LIKE KINASE), linking NFs signaling to the common symbiosis signaling pathway (CSSP) used for root nodule symbiosis (RNS)^17,18^. Recognition of the NFs by the co-receptors triggers calcium spiking in the nucleus and phosphorylation of CYCLOPS/IPD3 by CCaMK/DMI3. This plays an important role in RNS specific gene expression, such as the key symbiotic gene *NIN*. The components of this signaling pathway (CSSP) are also used by arbuscular mycorrhiza to establish symbiotic interactions^19–21^. Remorins are plant-specific scaffolding proteins found in all land plant, including ferns and bryophytes, and are important regulators of plant-microbe interaction^22^. The *Medicago truncatula* symbiotic Remorin 1 (MtSYMREM1) is root nodule specific^23^ and required for both rhizobia infection and bacterial release^24^. MtSYMREM1 interacts with NFP, LYK3 and MtSYMRK and required for the stability of entry receptor LYK3^23,25,26^, but how these complexes contribute to signal transduction and specificity is not well understood.

Beside NFs, other rhizobial signaling molecules can influence symbiosis with legumes. The type III effectors (T3Es) secreted via type III secretion systems (T3SS) were previously described in plant pathogens^27–29^ and now characterized in rhizobia^30,31^. In rhizobia, these T3Es, designated as Nodulation Outer Proteins (Nops), are delivered into the host cells to affect both infection and nodule formation. More than ten T3Es have been identified in rhizobia, including NopAA, NopC, NopD, NopI, NopL, NopM, NopP, NopT, InnB, ErnA and Sup3^31–34^. These T3Es can also play positive or negative roles in the establishment of symbiosis depending on the host species^31^, especially, in the broad host range strains, including *Sinorhizobium fredii* HH103^35,36^ and *Sinorhizobium sp*. strain NGR234^37,38^. NopL is a rhizobial-specific T3E, which is a substrate for plant kinases in vitro^39^. The *Sinorhizobium sp*. strain NGR234 NopL effector can be phosphorylated in *Nicotiana tabacum* by the Mitogen-activated protein kinase (MAPK) Salicylic Acid-Induced Protein Kinase (NtSIPK). NopL can also directly interacts with NtSIPK in onion and tobacco nuclei^40,41^. The *nopL* mutant of rhizobia or mutations in phosphorylation sites of NopL negatively affect the formation of *Phaseolus* nodules and promote nodule senescence^40^. However, it is not clear what the targets of NopL are in legumes or what the molecular mechanisms behind its function.

Previous studies have shown that T3Es can activate host nodulation signaling by bypassing NF recognition in some legume species, triggering similar events as NF-mediated symbiosis^32,42^. This suggests a potential overlap in T3Es and NF-mediated symbiotic signaling but the molecular mechanisms underlying the T3Es actions have yet to be described. We here show that NopL plays an essential role for the broad host range rhizobia HH103 in the establishment of NF-mediated symbiosis by interacting with GmREM1a and GmNFR5 to promote NF signaling in soybean.

## Results

### NopL is required for NF signaling in soybean

Previous studies have shown that some T3Es can hijack soybean NF signaling to promote rhizobium infection^34,43^ and that NopL interacts with components of the plant immunity in non-legume plants^39,41^. Various NopL effector genes are encoded in a number of *Sinorhizobium* and *Bradyrhizobium* strains (Supplementary Fig. 1a, b). To investigate how the T3E NopL could affect NF-mediated symbiotic signaling in soybean, we constructed *nopL*, *nodA* (unable to synthesize NFs) mutants and the *nodAΩnopL* double mutant (Supplementary Fig. 2) in the *S. fredii* HH103 strain. Inoculation of the Suinong 14 (SN14) cultivar with the wild-type (WT) HH103 strain and the mutant strains showed that fewer nodules were observed compared to the WT control. Whilst significantly different from controls, there were no significant differences in nodule number and dry weights in the *nopL*, *nodA*, and *nodAΩnopL* mutants at 28 days post-inoculation (dpi) (Fig. 1a, d and e). The same nodulation phenotype (reduced nodule number) was observed when SN14 was inoculated with *nodB*, *nodC* mutants and the double mutants with *nopL* (Supplementary Fig. 3a–e). To know if the rhizobium mutant phenotype could be plant genotype dependent, we tested a panel of soybean cultivars representative of the soybean pan-genome and significantly contributing to breeding and production^44^. The different genotypes developed a different number of nodules in the presence of the HH103 WT strain. In addition, they showed a similar reduced nodule number phenotype than SN14 when inoculated with *nopL*, *nodA*, and *nodAΩnopL* (Supplementary Fig. 3f). Hence, the absence of either NFs or NopL effector or both, did not block nodulation but only reduced its nodule number, suggesting that nodulation in soybean might be not strictly NF dependent, which is in agreement with previous work^42^. Furthermore, as there is no additive effect of the two mutations, it is likely that they are acting in the same pathway and that NF signaling requires NopL. Overexpression of the NopL protein in rhizobia (*NopL*-*GFP* fusion under the control of *nptII* promoter in HH103; Supplementary Fig. 2c) increased nodule numbers in SN14 (Supplementary Fig. 4a–c), indicating a positive effect on nodulation in SN14. A *NodApro:NodA* construct was used to restored a WT nodulation phenotype with *nodA* mutant but was inefficient in the *nodAΩnopL* double mutant (Supplementary Fig. 4d–f). This further suggested that NopL is strictly required for the NF-dependent symbiosis in soybean.

**Fig. 1:**
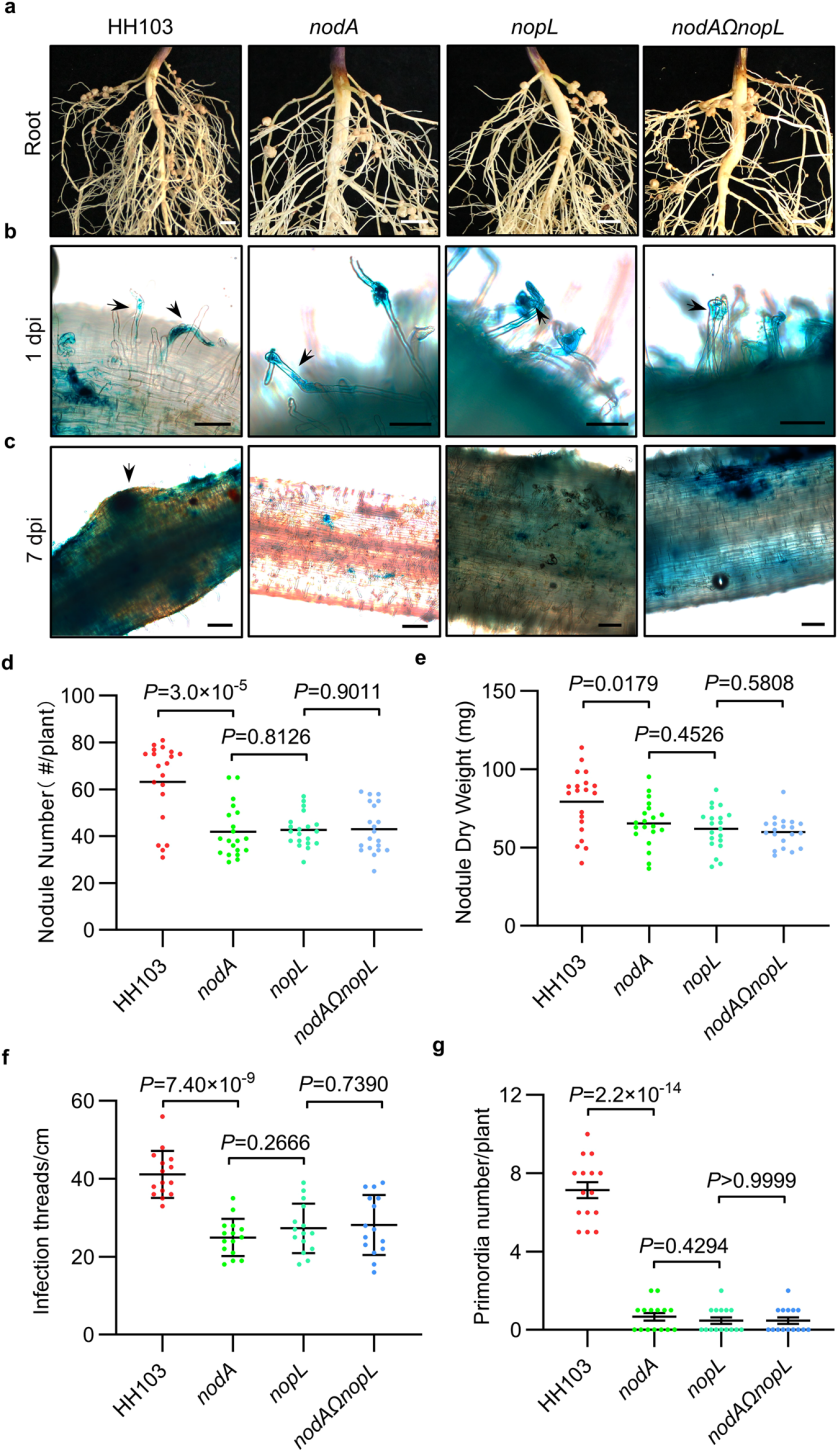
The type III effector NopL promotes the NF signaling pathway in soybean. **a** Roots of SN14 28 days post inoculation (dpi) with *Sinorhizobium fredii* HH103 (WT), *nodA* mutant, *nopL* mutant and *nodAΩnopL* double mutant. Scale bars = 5 mm. Infection thread and nodule primordia phenotypes of SN14 inoculated with GUS-tagged HH103 and its mutants 1 dpi (**b**) or 7 dpi (**c**). Scale bars = 100 μm in (**b**) and 200 μm in (**c**). **d** Nodule number per plant for (**a**) at 28 dpi (n = 20). **e** Nodule dry weight per plant for (a) at 28 dpi (*n* = 20). **f** Infection threads number per cm of root of SN14 for (**b**) at 1 dpi (Data are represented as mean ± SD, *n* = 15). **g** Nodule primordia number per SN14 plant for (**c**) at 7 dpi (Data are represented as mean ± SD, n = 15). Statistical analysis used Student’s *t*-test (two-sided). Source data are provided as a Source Data file.

As NodQ is required to produce sulfated NF^45^, to further understand NopL function, we generated *S. fredii* HH103*ΩnodQ* and *nodQΩnopL* mutants (Supplementary Fig. 2e). Interestingly, the *nodQ* mutants exhibited increased nodule numbers and weights compared to the WT strain indicating that the NF modification by NodQ reduces NF mediated activation of symbiosis (Supplementary Fig. 4g–i). In contrast there was no significant difference in the nodule number or dry weight between SN14 inoculated with *nopL* (reduced number of nodules) and *nodQΩnopL* mutants 28 dpi, suggesting again that NopL acts in the NF signaling cascade (Supplementary Fig. 4g-i). We next inoculated SN14 with WT HH103, *nopL*, *nodA,* and *nodAΩnopL* GUS-tagged strains. The number of infection threads (ITs) (1 dpi) and primordia (7 dpi) were similarly significantly reduced in the different mutants as compared to the WT strain (Fig. 1b, c, f, g), suggesting a positive role of NopL in promoting rhizobium infection, by facilitating the formation of ITs and the development of nodule primordia via the NF signaling cascade. Taken together, our results show that NopL plays an essential role in HH103 soybean symbiosis in mediating the NFs-dependent symbiotic signaling.

### NopL is delivered directly into soybean cells

In order to know if NopL is delivered in soybean plant cells, we studied its localization in root hair cells 1 dpi using WT or the corresponding *nopL* mutant. NopL protein was detected in the protein fraction of the nucleus and cell membranes (Fig. 2a). To further show that NopL is translocated to the soybean cells, a T3E-adenylate cyclase (Cya) reporter translocation assay was used. This showed that cAMP was detected in soybean roots inoculated with HH103 expressing a NopL-Cya fusion protein driven from the *NopL* promoter (HH103 NopL-Cya). No cAMP was detected in soybean roots inoculated with wild-type HH103 or with the *ttsI* mutant strain that is unable to translocate NopL-Cya protein to the plant cell (Fig. 2b).

**Fig. 2:**
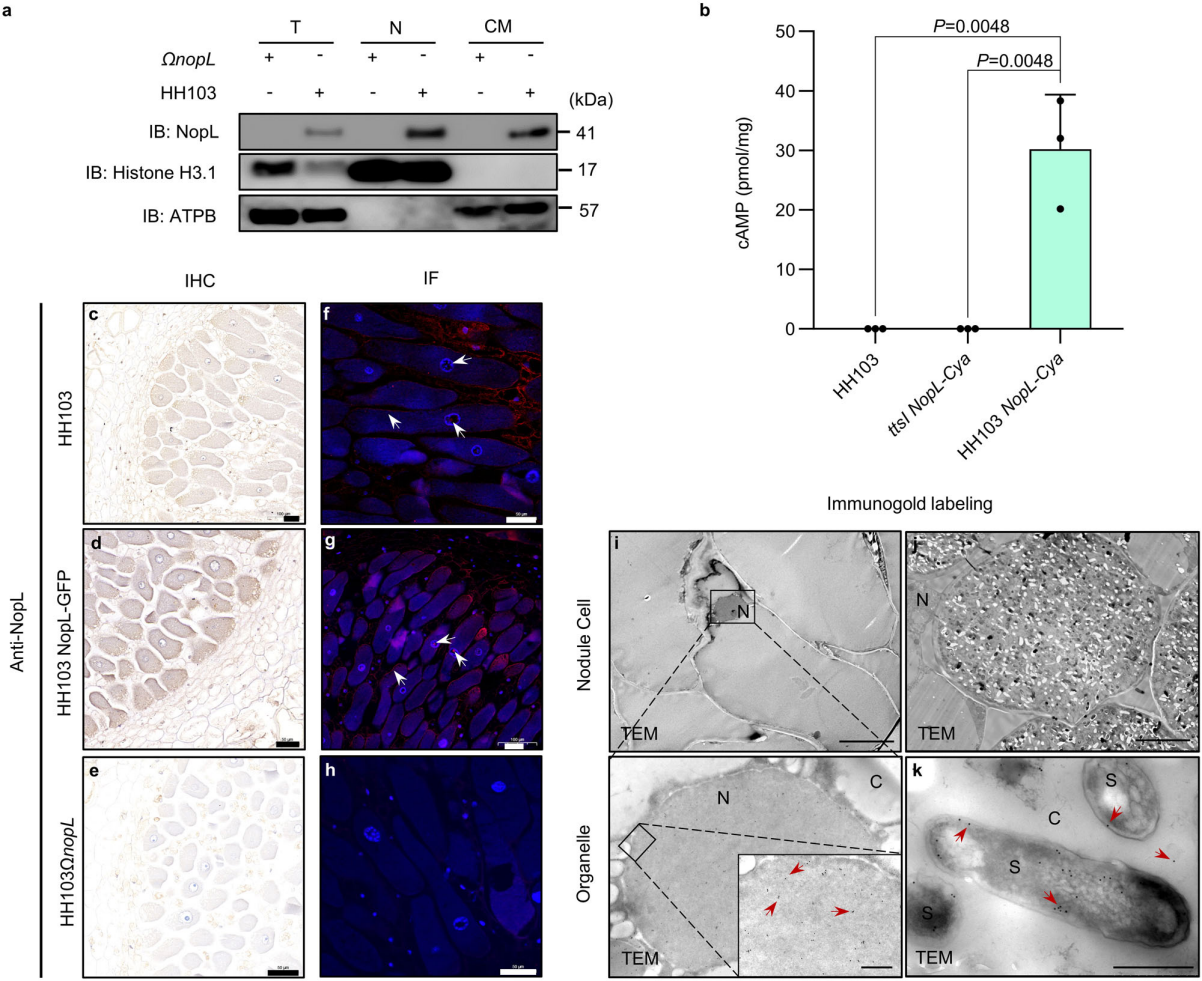
The type III effector NopL is secreted into the host cell. **a** Immunolocalisation of NopL in the nucleus and cell membrane of root hair cells. Inoculation of *nopL* mutant as control. T, total protein. N, proteins of the cell nucleus. CM, proteins of the cell membrane. The ATP synthase protein (ATPB) was used as a control membrane protein in this experiment. **b** T3E- adenylate cyclase (Cya) reporter translocation assays shows that HH103 translocate NopL-Cya into soybean roots cells. Translocation was assayed based on cAMP production by the Cya reporter in soybean roots at 1 dpi inoculated with HH103, *ttsI NopL-Cya* and HH103 *NopL-Cya*. HH103 and *ttsI NopL-Cya* are included as a negative control. Data are represented as mean ± SD, and Statistical analysis used Student’s *t*-test (two-sided, *n* = 3). **c–e** Immunohistochemistry (IHC) analysis of SN14 soybean root nodules 28 days post inoculation (dpi) with HH103, HH103(NopL-GFP) or HH103Ω*nopL* mutant using Anti-NopL polyclonal antibodies. The nuclei were stained using hematoxylin. The *nopL* mutant was used as a control. **f–h** Immunofluorescence (IF) analysis of nodules 28 days post inoculation (dpi) with HH103, HH103 NopL-GFP or HH103Ω*nopL* using Anti-NopL polyclonal antibodies. IF images of nodule cells show NopL in the nucleus and cell membrane (red fluorescence) and DAPI in the nucleus (blue fluorescence). The *nopL* mutant was used as a control. White arrow, Cy3 signal in nodule cells. **i–k** Immunogold labeling of NopL in soybean nodule cells. N, nucleus. S, symbiosome. C, cytoplasm. Scale bars, 1 μm (nodule cell) or 500 nm (Organelle). Red arrows point to gold particles in nodule cell. The experiments in **i**–**k** were repeated three times with similar results. Source data are provided as a Source Data file.

As NopL in strain NGR234 is involved in later stages of nodulation^41^, we also tested its localization in infected cells of functional nodules using immunohistochemistry (IHC) and immunofluorescence (IF) analyses. These studies indicated that NopL was delivered and was predominantly present in the nitrogen-fixing cells of WT nodules (Fig. 2c–e, Supplementary Fig. 5a). Immunostaining with cyanine 3-conjugated IgG (Cy3-IgG) localized NopL to the cell membrane and the nucleus (Fig. 2f–h). This result was further refined using immuno-gold labeling by transmission electron microscopy and showed that NopL was associated to the membrane of the symbiosome as well as the nucleus and cytoplasm (Fig. 2i–k, Supplementary Fig. 5b). These results all suggest that NopL can be delivered into soybean root cells.

### NopL physically interacts with GmREM1a

In order to identify the NF signaling cascade components targeted by NopL, a semi-pull-down assay was performed on protein extracts from isolated soybean root hairs (1 dpi) using a recombinant His-NopL protein. NopL-interacting proteins were identified by Liquid chromatography-tandem mass spectrometry (LC–MS/MS) (Supplementary Fig. 6a, b). A total of 246 candidate proteins was identified (Supplementary Data 2).

The candidates included a protein homologous to the remorin MtSymREM1^24,46^, which was designed *Glycine max* SymREM1a (GmREM1a, Supplementary Fig. 6c). The interaction of NopL with GmREM1a was confirmed using Yeast two-hybrid (Y2H) (Supplementary Fig. 6d) and bimolecular fluorescence complementary (BiFC) analysis in *Nicotiana benthamiana* epidermal cells (Fig. 3a). Pull-down analysis in vitro also indicated that NopL can directly interact with GmREM1a (Fig. 3b) as did in vivo co-immunoprecipitation (Co-IP) assays using soybean hairy roots (Fig. 3c). As soybean contains two SymREM1 protein homologs, GmREM1a and GmREM1b, with a high degree of similarity^46^, we investigated whether NopL can also interacts with GmREM1b. BiFC analysis, in vivo Co-IP analysis and in vitro GST pull-down assays revealed that NopL can indeed interact with GmREM1b (Fig. 3a–c). All these results suggest that GmREM1a/b are targets of the NopL rhizobium effector during early steps of symbiosis.

**Fig. 3:**
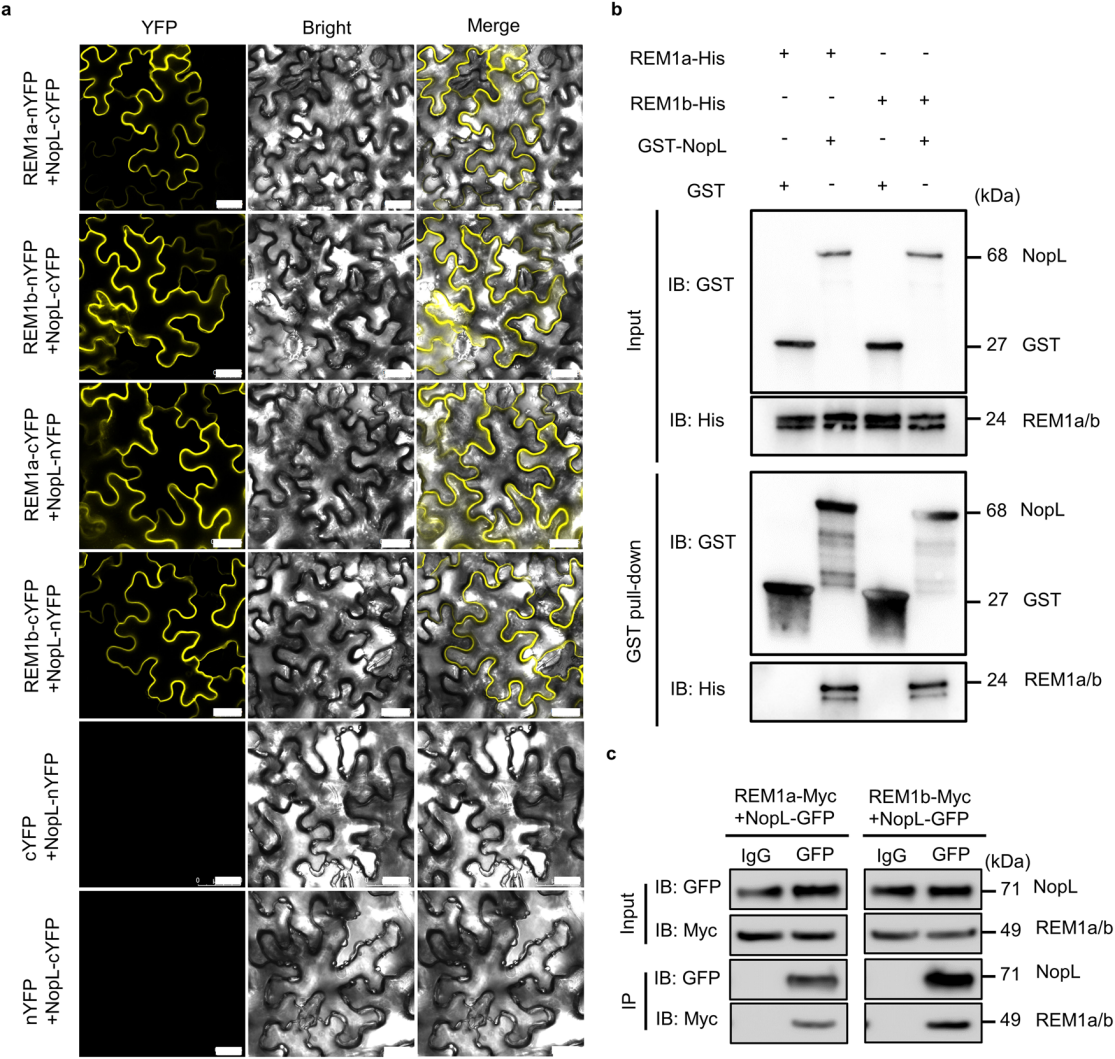
NopL physically interacts with REM1a and REM1b. **a** BiFC analysis of the interactions between NopL and GmREM1a (REM1a) and GmREM1b (REM1b). In the top and down panels, the split YFP is inversely fused in C or N position for the two proteins. Scale bars = 25 μm. **b** Interaction of NopL with REM1a and REM1b in in vitro GST pull-down assays. GST-NopL or GST proteins were used as baits. The antibody used for the pull-down assay are indicated on the left part of the panels. The size of the proteins in kilo Daltons (kDa) is indicated on the right side of the panel. IB: GST = Imunoblot using GST AB; IB: His = Imunoblot using His AB. **c** Co-IP assays showing NopL interaction with REM1a and REM1b in soybean hairy roots. The immunoprecipitation (IP) using the Anti-GFP antibody detects the interaction between NopL and GmREM1a and GmREM1b. The IgG antibody was used as a negative IP control. IB: Myc = Imunoblot using Myc AB; IB: GFP = Imunoblot using GFP AB. The experiments were repeated three times with similar results. Source data are provided as a Source Data file.

NopL-GFP with GmREM1a and GmREM1b-RFP constructs were used to localize the protein complexes to the cell membrane in *N. benthamiana* cells (Supplementary Fig. 7a). NopL-GFP and GmREM1a/1b-RFP were no longer associated with the cell wall, and GmREM1a/1b did not alter the subcellular localization of NopL by plasmolysis with 30% sucrose (Supplementary Fig. 7b, c). Immunofluorescence (IF) analysis using polyclonal antibodies to NopL and GmREM1a also showed that NopL (antibodies labeled with Cy3) co-localized with GmREM1a (antibodies labeled with FITC) on the plasma membrane in young root nodules (10 dpi) (Supplementary Fig. 7d–f). These data strongly suggest that NopL physically interacts with GmREM1a/b proteins in vivo.

### NopL-mediated NF signaling in soybean depends on GmREM1a

We noted that our GmREM1b was not targeted in our NopL protein semi-pull-down experiment (Supplementary Data 2), therefore we focused our analysis on GmREM1a. To investigate the role of GmREM1a/NopL interaction during NF signaling, we generated *Gmrem1a* knockout lines in the DN50 soybean genotype by CRISPR/Cas9. The three independent *Gmrem1a* knockout lines (*Gmrem1a-1* to *Gmrem1a-3*; Supplementary Fig. 8a, b) exhibited reduced (50%) nodule number and dry weights compared to the wild-type DN50 (Fig. 4a, b. Supplementary Fig. 8c) when inoculated with the WT HH103 rhizobium line. The knock-out phenotype could be complemented following hairy root transformation with a construct expressing *GmREM1a* (*pGmREM1a:GmREM1a-GFP*; Supplementary Fig. 9a–c). This confirmed that the nodule phenotype of *Gmrem1a* was due to loss of GmREM1a function. Interestingly, contrary to what was observed after inoculation of the wild-type DN50, there was no significant difference in nodule number or dry weight in the *Gmrem1a* KO lines inoculated with the HH103 WT strain or the *nodA*, *nopL,* and *nodAΩnopL* mutants (Fig. 4a, b). We observed a similar phenotype in DN50 after gene silencing by RNAi of *GmREM1a* (Supplementary Fig. 8d, e). The analysis of the number of ITs in the *Gmrem1a* KO lines showed that there was also no significant difference in the number of ITs following inoculation with HH103 or the *nodA*, *nopL* or *nodAΩnopL* mutants (Fig. 4c, d). To further verify the GmREM1a-NopL interaction, GFP-tagged HH103 and HH103 strain overexpressing NopL-GFP were used to inoculate DN50 or *Gmrem1a* KO lines. Overexpression of *NopL* increased the nodule number in WT plants but did not change the number of root nodules in *Gmrem1a* KO lines (Fig. 4e, f) suggesting that GmREM1a is required for the NopL action.

**Fig. 4:**
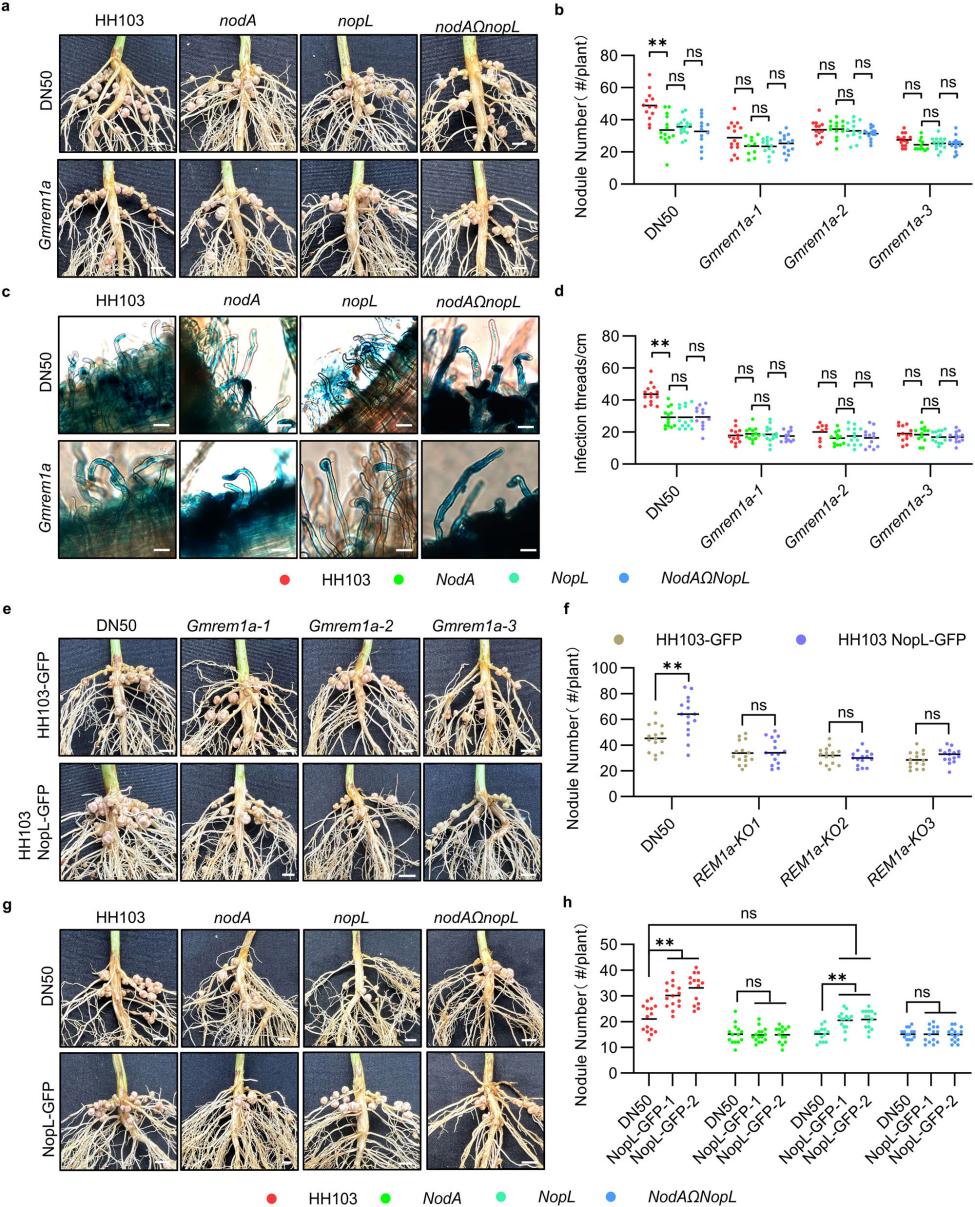
GmREM1a is required for NopL action in DN50. **a** Roots of wild type (DN50) or *Gmrem1a* soybean plants 28 days post inoculation (dpi) with HH103, *nodA*, *nopL* and *nodAΩnopL* mutants. Scale bars = 4 mm. **b** Nodule quantification per plant for (**a**). **c** Infection threads formation in roots of DN50 and *Gmrem1a* plants at 1 dpi. Scale bars = 20 μm. **d** Number of infection threads (per cm of root) for (**c**). **e** Roots of DN50 and *Gmrem1a* alleles inoculated with HH103 tagged with GFP (HH103-GFP) or HH103 overexpressing NopL (HH103(NopL-GFP)) 28 days post inoculation (dpi). **f** Nodule number per plant for (**e**). Scale bars = 4 mm. **g** Roots of DN50 and *NopL-GFP* transgenic plants inoculated with HH103, *nodA*, *nopL,* and *nodAΩnopL* mutants 28 days post inoculation (dpi). Scale bars = 4 mm. **h** Nodule number per plant for (**g**). Statistical analysis used two-sided Student’s *t*-test (** for *P* < 0.01 and ns not significant). nå 15, three biological replicates. Source data are provided as a Source Data file.

To further investigate the role of NopL on NF signaling, we constructed stable transgenic soybean plants overexpressing *NopL* expressed from the *GmREM1a* promoter in the DN50 background (named NopL-GFP; Supplementary Fig. 8f). NopL-GFP expressing plants inoculated with HH103 or *nopL* mutant strains produced more nodules than the wild-type (Fig. 4g, h). Interestingly, NopL-GFP plants inoculated with the *nopL* mutant strain produced similar nodule number as the DN50 plants inoculated with HH103, showing that the *nopL* mutation in the bacteria can be complemented by *NopL* expression in *planta* (Fig. 4g, h). In contrast, the number of nodules was not increased when these plants were inoculated with *nodA* and *nodAΩnopL* mutants (Fig. 4g, h) implying that NF is required for NopL action. In addition, we overexpressed *NopL* under the control of *GmREM1a* promoter by hairy root transformation in *Gmrem1a* mutant plants. Overexpression of *NopL* did not increase the number of nodules inoculated with HH103 or the *nodA, nopL* and *nodAΩnopL* mutants in *Gmrem1a* (Supplementary Fig. 9d–f). In conclusion, these results indicate that GmREM1a acts as a positive regulator of nodule formation, and that both NF signaling and NopL action depend on GmREM1a.

### GmREM1a interacts with GmNFR1 and GmNFR5

As MtSymREM1 interacts with the NF receptors NFP and LYK3^26,40^, we tested GmREM1a interaction with GmNFR1 and GmNFR5. BiFC analysis indicated that GmREM1a interacts with GmNFR1 or GmNFR5 in *N. benthamiana* epidermal cells (Supplementary Fig. 10a). To further confirmed GmREM1a interactions with GmNFR1 or GmNFR5 using the yeast-based DUAL membrane system^47^ (MbY2H; Supplementary Fig. 10b). Furthermore, Co-IP experiments using hairy root tissues expressing GmNFR1-FLAG or GmNFR5-FLAG also showed that GmREM1a interacts with GmNFR1 and GmNFR5 in vivo (Supplementary Fig. 10c). These results support that GmREM1a interacts with GmNFR1 and GmNFR5 in soybean root tissue.

### NopL physically interacts with GmNFR5

Next, we tested if NopL can interact with GmNFR1 and GmNFR5 using the yeast two-hybrid DUAL membrane system. NopL interacts with GmNFR5 but not with GmNFR1a in yeast cells (Fig. 5a). BiFC experiments in *N. benthamiana* cells also showed that NopL interacts with GmNFR5 (Fig. 5b). In agreement with the membrane localization seen previously, NopL-YFP and GmNFR5-RFP protein fusions expressed in *N. benthamiana* cells co-localized to the membrane (Fig. 5c, d). Furthermore, Co-IP experiments using hairy root tissues expressing *GmNFR5-FLAG* and *NopL-GFP* also showed that NopL interacts with GmNFR5 in soybean in vivo (Fig. 5e). These results indicate that NopL can physically interacts with GmNFR5.

**Fig. 5:**
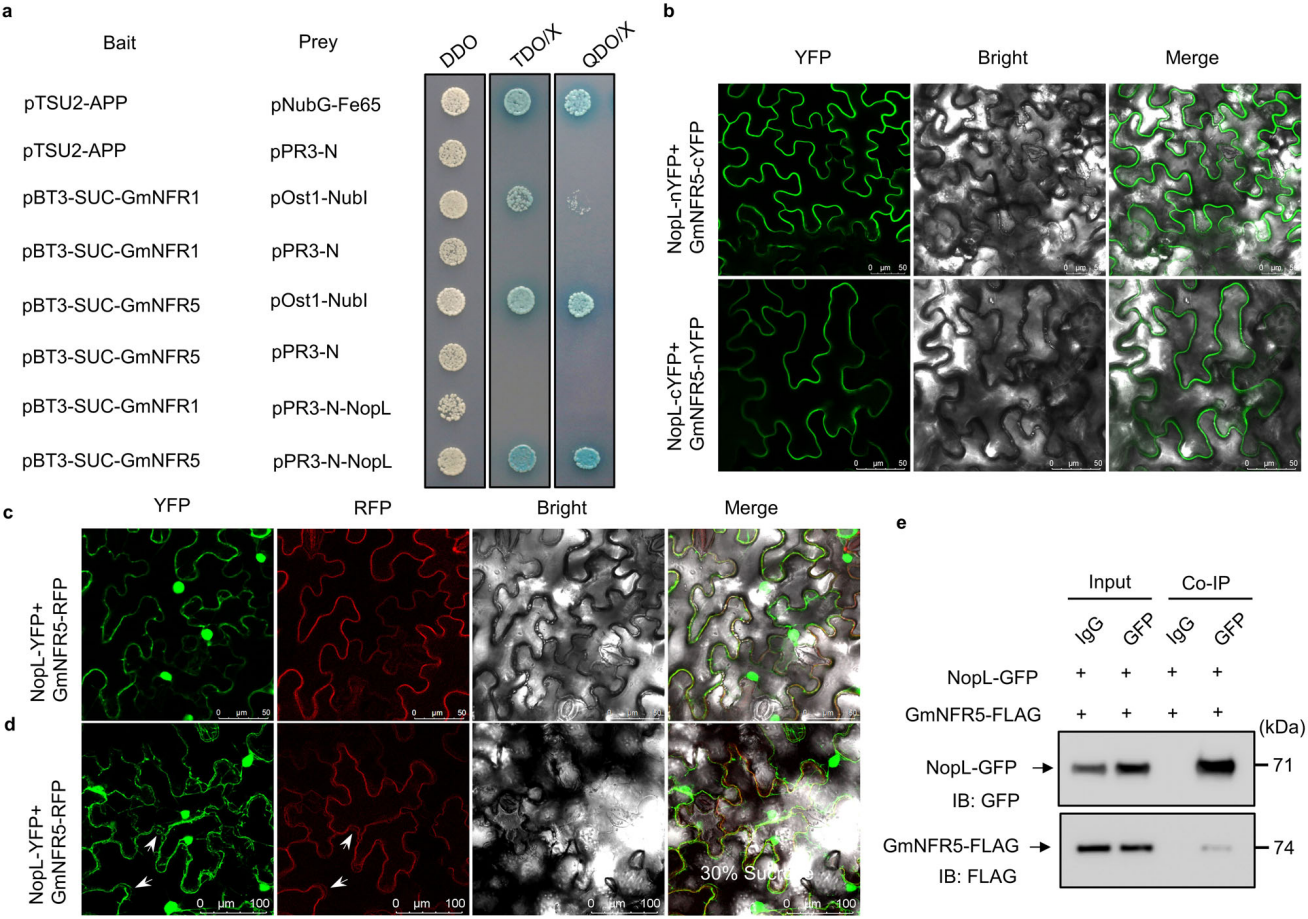
NopL interacts with the MtNFR5 ortholog GmNFR5. **a** Membrane Yeast Two Hybrid (MbY2H) assay showing NopL interaction with GmNFR5 but not with GmNFR1a. **b** BiFC analysis of the interactions between NopL and GmNFR5. In the top and down panels, the split YFP is inversely fused in C or N position for the two proteins. Scale bars = 50 μm. **c** BiFC analysis showing the co-localization of NopL and GmNFR5 in *N. benthamiana* cells. Scale bars = 50 μm. **d** BiFC analysis for co-localization of NopL and GmNFR5 following plasmolysis with 30% sucrose. Scale bars = 50 μm. **e** Co-IP assay showing that NopL interact with GmNFR5 in soybean cells. kDa kiloDaldons, IB: FLAG Imunoblot using FLAG AB, IB: GFP Imunoblot using GFP AB. The experiments in b-e were repeated three times with similar results. Source data are provided as a Source Data file.

### NopL promotes the GmREM1a-GmNFR5 interaction

During early stages of the rhizobium legume interaction, MtSymREM1 is known to act as a scaffold protein to recruit the symbiotic receptors in membrane nanodomains to perceive NF^26^. As western blot analysis showed that GmREM1a, GmNFR5 and NopL were present in soybean root hair cells (Fig. 6a), we tested whether NopL would help GmREM1a recruitment of GmNFR5. To do this, a construct with a constitutively expressing GmREM1a fused to GFP and TurboID (TbID) was generated (*pGmREM1a: GmREM1a-GFP-TbID*) in order to biotinylate GmREM1a associated proteins^48,49^. Subcellular localization analysis confirmed that the fusion of GmREM1a to TbID did not affect its subcellular localization (Supplementary Fig. 11a). We then co-expressed *pGmREM1a: GmREM1a-GFP-TbID* and *GmNFR5-FLAG* with or without NopL-Myc in soybean hairy roots. GFP-TbID was co-expressed with GmNFR5-FLAG as a control. After pull down by streptavidin agarose from the protein extracts, immunoblotting with anti-FLAG antibody detected GmNFR5-FLAG and anti-GFP antibody detected GmREM1a-GFP-TbID. Proximity labeling analysis showed that the co-expression of the NopL protein promoted GmREM1a-GFP-TbID labeling of GmNFR5 in soybean root cells (Fig. 6b, c) without significantly increasing the GmREM1a-GFP-TbID and GmNFR5-FLAG protein content (Fig. 6d). To support this finding, we performed a similar experiment using a *pGmREM1a:NopL-GFP-TbID* construct co-expressed with a *GmNFR5-FLAG* construct in presence or not of a *35S:GmREM1a-myc* construct. This experiment showed that GmREM1a promotes NopL-GFP-TbID labeling of GmNFR5 in soybean root cells (Supplementary Fig. 11b–e). In addition, semi-pull-down analyses showed that interactions between NopL and GmREM1a in vitro, or NopL and GmNFR5 in vivo promote GmREM1a to pull down more GmNFR5 (Fig. 6e, f). To further validate whether NopL facilitates the recruitment of GmNFR5 to nanodomains by GmREM1a, we performed BiFC assay of GmREM1a and GmNFR5 in the presence or absence of NopL and visualized them by confocal microscopy. This analysis shows that NopL indeed promotes GmREM1a interaction with GmNFR5 and increases GmREM1a-YC/GmNFR5-YN cluster sizes in *N. benthamiana* (Fig. 6g–k). These results suggest that NopL is interaction with GmREM1a and GmNFR5, that enhances GmREM1a and GmNFR5 interaction and promotes GmREM1a to recruit GmNFR5 to the nanodomain.

**Fig. 6:**
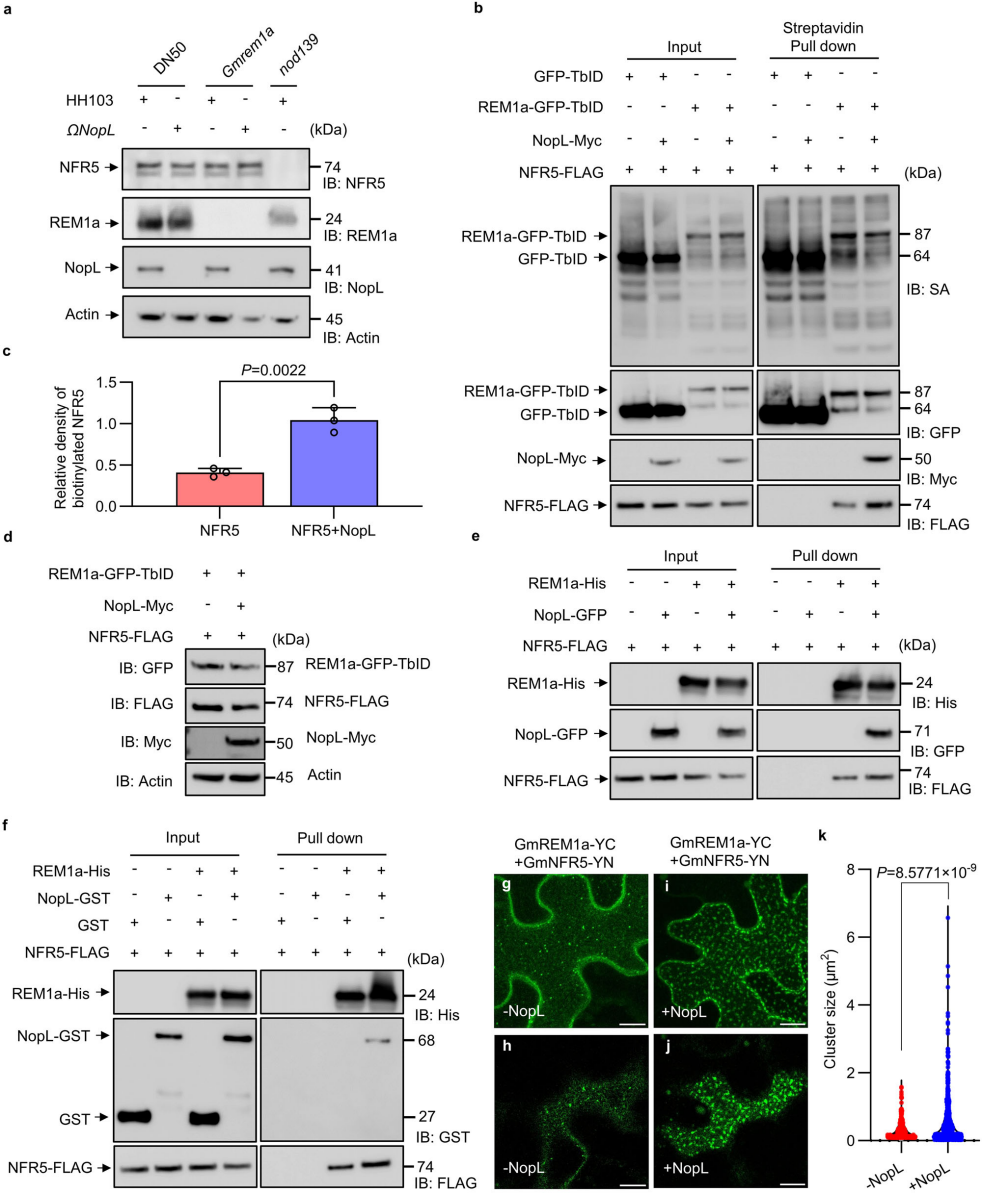
NopL promotes the interaction of GmREM1a to GmNFR5. **a** Detection of GmREM1a, NopL and GmNFR5 in soybean hairy roots extracts. Actin was used as the loading control. DN50 inoculated with HH103 was the positive control, while the *nopL* mutant was the negative control. **b** Proximity Labeling (PL) assay for biotinylation of NFR5 in soybean hairy roots. GFP-TbID or REM1a-GFP-TbID fusion proteins were co-expressed with GmNFR5-FLAG in the presence or absence of NopL-Myc. Immunoblotting (IB) antibodies are indicated on the left, and detected proteins (kDa) on the right. **c** Relative amount of biotinylated GmNFR5 detected in (**b**). Gray analysis of the protein content of biotinylated GmNFR5 after Streptavidin Pull down. The ratio of the gray value of GmNFR5 versus GmREM1a detected in the experiment shown in (**b**) was used to calculate the relative density of biotinylated GmNFR5. Data are represented as mean ± SD, and statistical analysis used Student’s *t*-test (two-sided). Three biological replicates were performed. **d** Detection of REM1a-GFP-TbID, NopL-Myc and NFR5-FLAG in soybean hairy roots from (**b**). Actin was the loading control. **e** Semi-pull-down assay showing that the interaction of NopL with GmREM1a in vitro promotes GmREM1a-His to pull down more GmNFR5 from protein extracts of *35S: GmNFR5-FLAG* hairy roots. **f**Interaction of NopL with GmNFR5 in vivo promotes GmREM1-His to pull down more GmNFR5 from protein extracts of *35S: GmNFR5-FLAG* and *pREM1a: NopL-GFP* hairy roots. Confocal microscopy images maximal projection (**g**) and of surface (**h**) view of *N. benthamiana* expressing *GmREM1a-YC* and *GmNFR5-YN* (-NopL); Confocal microscopy images maximal projection (**i**) and of surface (**j**) view of *N. benthamiana* expressing *GmREM1a-YC* and *GmNFR5-YN* plus *NopL* (+NopL). Scale bar = 10 μm. **k** Quantification of the size of the GmREM1a-YC /GmNFR5-YN clusters with and without NopL. Statistical analysis used Student’s *t*-test (two-sided). IB: FLAG imunoblot using FLAG AB, IB: GFP imunoblot using GFP AB, IB:His imunoblot using His AB, IB:GST imunoblot using GST AB. The experiments were repeated three times with similar results. Source data are provided as a Source Data file.

### GmREM1a and NopL modulate soybean symbiotic gene expression

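Total RNA was isolated from roots of the soybean genotype DN50, the wild type of these experiments, inoculated with the rhizobial strain *Sinorhizobium fredii* HH103 or with its *nopL* mutant, which lacks the type III effector NopL, and was sequenced on an Illumina NovaSeq instrument. Each group had 3 biological replicates, and each replicate held the roots of 3 plants. The Methods give the time of sampling as 1 dpi and the legend of Fig. 7 as 24 dpi, while the labels of the samples give 24 hpi and 24 dpi. The authors quantified gene abundances with RSEM and deposited whole-number counts for 56826 genes without normalization. The paper's text does not name the aligner or how the RSEM estimates were rounded. The total per library was between 23112295 and 26327849 counts in DN50 inoculated with HH103 (median 24039502) and between 18825286 and 23115567 counts in DN50 inoculated with the *nopL* mutant (median 18969799). A floor of 3 counts, which covers counting error only, corresponded to at most 0.159 CPM (counts relative to the library total) in these libraries. The counts of replicates of the same group differed by more than sampling noise, with a chi-square per degree of freedom between 10.9 and 41.5 over all 12 replicate pairs of the series. Both extremes were in DN50 inoculated with the *nopL* mutant. There, replicate 2 differed from replicates 1 and 3 with 41.5 and 32.9, and replicates 1 and 3 differed with 10.9. Pairs in the other groups were between 16.2 and 39.4. For the comparison of both strains, the 6 libraries were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and 36502 genes were tested. Differentially expressed genes (DEGs) were called with the thresholds of the Methods, an absolute log2 fold change of at least 1 and an adjusted *p* of at most 0.05. The Methods name DESeq2 for this step, which was run as an alternative to edgeR. Plants inoculated with the *nodA* mutant were not analysed here.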

To further determine the effect of NopL on NFs signaling, we performed the RNA sequencing (RNA-Seq) analysis of DN50 plants inoculated with the *nodA* or *nopL* mutants. 2658 and 2006 genes were differentially expressed in DN50 inoculated with *nodA* or *nopL* mutants compared to HH103 (Supplementary Data 3 and 4). Furthermore, 554 of differentially expressed genes (DEGs) were common to *nodA* and *nopL* mutants (Supplementary Fig. 12a) and their expression showed a clear positive correlation (*R*, Pearson correlation coefficient = 0.8; *p* < 2.2 × 10^−16^; Supplementary Fig. 12b). 

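With the *nopL* mutant compared to HH103 in DN50, 0 of the tested genes passed both thresholds, and the smallest adjusted *p* was 0.999 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries against 3). An unadjusted *p* under 0.05 was reached by 331 genes, which is 0.907% of those tested. Independent genes without a change would give a share near 0.05. The test was therefore conservative on these libraries, and its result does not show that the strains have no effect. With DESeq2, 0 genes passed as well. With the unadjusted *p* at the same fold change 78 genes passed, 40 higher and 38 lower with the *nopL* mutant. The count moved most, to 3130 genes, with a test chosen after seeing the data that counts sampling noise only, without the variance between replicates, at an absolute log2 fold change of at least 0.4. The deviations of same-numbered libraries from their group means correlated across genes with a mean *r* of 0.102. With the replicate number as a block, 0 genes again passed both thresholds, and 2025 genes had an unadjusted *p* under 0.05. Supplementary Data 3 is the paper's list for this comparison. Of the 1998 genes that could be read from it, 1808 were found in the count table by their gene number, since the annotation versions differ, and 1533 were tested. In 1512 of these, or 98.6%, the direction of change was the one the paper lists, and the log2 fold changes correlated with the paper's with an *r* of 0.889 across genes, which are not independent replicates. The paper made this list from the same libraries, so these values show no stability. Of the 1533 genes, 192 had an unadjusted *p* under 0.05, and 0 had an adjusted *p* of at most 0.05, whether the adjustment was made over all tested genes or over the list alone. In the paper's list, the smallest absolute log2 fold change is 0.4, the largest adjusted *p* is 0.0156, and 329 of the genes have an absolute log2 fold change of at least 1.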

Consistent with their phenotype, a number of symbiotic-genes, including *NIN*, had similar expression patterns in the plants inoculated with the *nodA* or *nopL* mutants (Supplementary Fig. 12c). These results further support that NopL participate to NF mediated signaling.

The above results showed that the NopL action depends on GmREM1a during NF signaling. In order to further show the wider impact of GmREM1a interaction with the T3E NopL in NF signaling, RNA-seq experiments were undertaken using DN50 plants and *Gmrem1a* mutant nodulated by HH103 or *nopL* mutant rhizobial strains. 

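The *Gmrem1a* mutant is a knockout line made in DN50 by CRISPR/Cas9. Besides the DN50 libraries, 3 libraries of *Gmrem1a* inoculated with HH103 and 3 of *Gmrem1a* inoculated with the *nopL* mutant were analysed, 12 libraries in 4 groups. Between 20151077 and 28106278 counts per library were deposited for *Gmrem1a* inoculated with HH103 (median 24307179) and between 21050933 and 27608461 for *Gmrem1a* inoculated with the *nopL* mutant (median 25337381). *GmREM1a*, listed as GLYMA_08G012800 with the number of chromosome 8 in its identifier, had 0 counts in every one of the 12 libraries, those of DN50 included. *GmREM1b* (GLYMA_05G205900, chromosome 5) also had 0 counts in every library. At these depths the floor corresponded to between 0.107 and 0.159 CPM, so no counts under these identifiers were detectable in either genotype, and the genotype in the labels could not be checked by them. Whether the gene models of the table cover both transcripts was not tested. Of the 56826 genes in the table, 9700 had 0 counts in all 12 libraries. Each pair of groups was fitted on its own 6 libraries, because the mean count of a gene differs between Supplementary Data 3 and 5. The number of genes tested was between 36432 and 36774 in the 5 pairs. Whether the effect of the *nopL* mutant differed between DN50 and *Gmrem1a* was tested by the interaction of genotype and strain over all 12 libraries and 37791 genes. Positions beyond the chromosome number are not given, since no genome of this annotation was used here. Uninoculated plants were not analysed here.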

In the absence of rhizobial inoculation the basal level of expression of many symbiotic genes, including *NINa*, *NSP1s*, *CYCLOPS*, and *NFRs* was significantly reduced in the *Gmrem1a* mutant (Fig. 7a). Rhizobial inoculation of WT plants activated genes of the common symbiotic signaling pathway (CSSP) including *NINa*, *NSP1s*, *CYCLOPS*, and *CCaMK* but these were all mis-expressed in the *Gmrem1a* mutant background compared to the control. This altered expression of genes from the CSSP in the *Gmrem1a* mutant was observed irrespective of the inoculation with either HH103 or the *nopL* mutant (Fig. 7a). 

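Of the genes in Fig. 7a, *GmNFR1* and *GmNFR5* could be matched by the identifiers the paper gives, and the other genes were not analysed here. *GmNFR5* (GLYMA_11G063100, chromosome 11), the Nod factor receptor to which NopL binds, had 20.3 ± 1.95 CPM (SD, n = 3 libraries) in DN50 and 15.6 ± 2.56 CPM in *Gmrem1a* when inoculated with HH103. This was a log2 fold change of -0.41 (standard error 0.156, adjusted *p* = 0.409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each *Gmrem1a* library was below each DN50 library, which chance gives in 10% of genes with 3 libraries against 3 in 1 direction or the other. When the plants were inoculated with the *nopL* mutant, *GmNFR5* had 19.2 ± 2.47 CPM in DN50 and 23.7 ± 5.45 CPM in *Gmrem1a*, a log2 fold change of 0.29 (standard error 0.187, adjusted *p* = 0.856 from the same edgeR test), and the libraries overlapped. With each library left out in turn, this fold change was between 0.10 (without *Gmrem1a* *nopL* replicate 3) and 0.42. The interaction of genotype and strain for *GmNFR5* was 0.72 on the log2 scale (standard error 0.264, adjusted *p* = 1 from the same edgeR test), so the dependence on the strain did not pass the correction over all genes. Within *Gmrem1a*, both receptor genes were higher with the *nopL* mutant than with HH103, without overlap of the libraries. The log2 fold changes were 0.60 for *GmNFR5* and 0.86 for *GmNFR1* (adjusted *p* = 0.405 and 0.416 from the same edgeR test), so neither passed. *GmNFR1* (GLYMA_02G270800, chromosome 2) had 7.25 ± 0.516 CPM in DN50 and 6.52 ± 1.46 CPM in *Gmrem1a* with HH103, and 8.29 ± 6.97 CPM in DN50 and 11.8 ± 5.27 CPM in *Gmrem1a* with the *nopL* mutant. Its log2 fold change between the genotypes was -0.18 with HH103 (standard error 0.192, adjusted *p* = 0.705 from the same edgeR test) and 0.51 with the *nopL* mutant (standard error 0.571, adjusted *p* = 0.874 from the same edgeR test). Neither difference was larger than the spread between replicates. In DN50 inoculated with the *nopL* mutant, 1 library had 16.3 CPM of *GmNFR1* and the others had 4.11 and 4.41 CPM. Without that library, *GmNFR1* was lower with the *nopL* mutant than with HH103 in DN50 (log2 fold change -0.78), while with all libraries it was higher by 0.20 on the log2 scale. Without the same library, the log2 fold change of *GmNFR1* between the genotypes with the *nopL* mutant was 1.47 (adjusted *p* = 0.121 from the same edgeR test), and over all alternatives its adjusted *p* from edgeR or DESeq2 was between 0.121 and 1. With each of the other libraries left out in turn, this fold change was between 0.089 and 0.71. The smallest value was without *Gmrem1a* *nopL* replicate 3, which had 17.9 CPM.

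**Figure D1:**
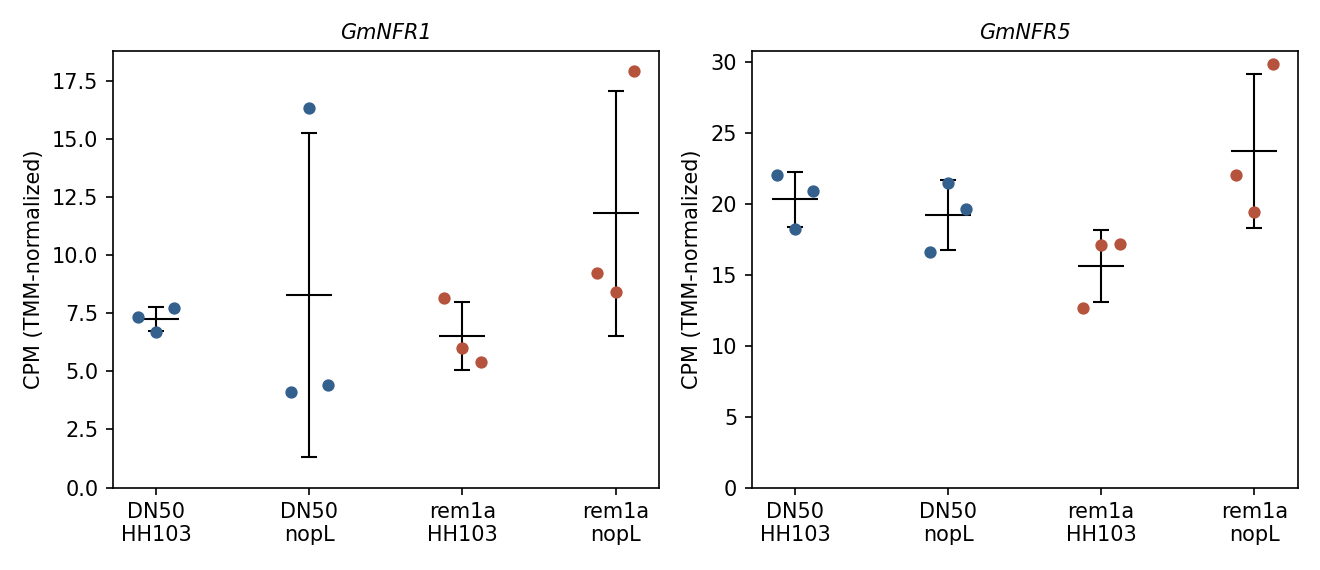
CPM of *GmNFR1* (left) and *GmNFR5* (right), normalized by TMM, in DN50 (blue) and *Gmrem1a* (red) inoculated with HH103 or the *nopL* mutant. Points are the 3 libraries of each group, and bars show the mean and SD. The *GmNFR5* libraries of *Gmrem1a* with HH103 sit between 12.7 and 17.2 CPM, below those of DN50 with HH103, which sit between 18.2 and 22.0 CPM.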

Wider assessments identified 596 differentially expressed genes (DEGs) in DN50 and *Gmrem1a* plants when inoculated with HH103, and these include down-regulated symbiotic key genes (Supplementary Fig. 13a). 

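Between *Gmrem1a* and DN50 inoculated with HH103, 41 of 36771 tested genes passed both thresholds, 26 higher and 15 lower in *Gmrem1a* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted *p* under 0.05 was reached by 4294 genes, or 11.7%. The absolute log2 fold changes of the 41 genes were between 1.04 and 13.3. Their libraries did not overlap between the genotypes, which chance gives in 10% of unselected genes but which the selection of the 41 on the same libraries makes near certain. With each library left out in turn, between 18 and 104 genes passed. With the unadjusted *p* at the same fold change 949 genes passed, 623 higher and 326 lower. The count moved most, to 7739 genes, with the test of sampling noise only, chosen after seeing the data. With DESeq2 349 genes passed, 234 higher and 115 lower, among them all 41. With the replicate number as a block 14 genes passed, all of them among the 41, and the check of same-numbered libraries gave a mean *r* of 0.135. The largest increases among the 41 were those of GLYMA_06G306400 (chromosome 6) and GLYMA_03G048000 (chromosome 3). GLYMA_06G306400 had 0 counts in all DN50 libraries and 51.9 ± 3.37 CPM (SD, n = 3) in *Gmrem1a*, at least 423-fold higher when DN50 is set to the floor of 3 counts (adjusted *p* = 0.00113 from the same edgeR test). GLYMA_03G048000 had 0 counts in all DN50 libraries and 24.7 ± 2.3 CPM in *Gmrem1a*, at least 201-fold higher (adjusted *p* = 0.0012 from the same edgeR test). The largest decreases were those of GLYMA_12G176900 (chromosome 12), which Supplementary Data 5 describes as a nitrate/nitrite transporter of the NNP family, and GLYMA_04G104700 (chromosome 4), described as related to transmembrane protein 68. GLYMA_12G176900 had 39.0 ± 17.0 CPM in DN50 and 0 counts in *Gmrem1a*, at least 309-fold lower (adjusted *p* = 0.0221 from the same edgeR test), and it did not pass the threshold in 4 of the 6 fits that each left out a library. GLYMA_04G104700 had 16.3 ± 0.911 CPM in DN50 and 0 counts in *Gmrem1a*, at least 129-fold lower (adjusted *p* = 0.00175 from the same edgeR test). These 4 genes are among 21 that had at most 3 counts in every library of 1 genotype and at least 10 in every library of the other. With the block, GLYMA_03G048000 and GLYMA_04G104700 no longer passed (adjusted *p* = 0.0535 and 0.0722 from the same edgeR test). Of the 596 genes in Supplementary Data 5, the paper's list, 516 were found in the count table and 500 were tested. Their direction was the paper's in 497, or 99.4%, and the log2 fold changes correlated across genes with an *r* of 0.923. Of the 500, 485 had an unadjusted *p* under 0.05. An adjusted *p* of at most 0.05 was reached by 29 over all tested genes and by 485 over the list alone, which shows no stability because the paper selected the list on the same libraries. In the paper's list, 180 genes have an absolute log2 fold change of at least 1.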

In agreement with the hypothesis that both GmREM1a and NopL function in the common signaling pathways, there were 83 common DEGs between the *nopL* and *Gmrem1a* mutants (Fig. 7b, Supplementary Data 3 and 5) and their expression showed a positive correlation (*R* = 0.68; *p* < 2.2 × 10^−16^; Fig. 7c). 

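Because 0 genes were called between DN50 inoculated with the *nopL* mutant and with HH103, 0 genes were common to that comparison and to the one of *Gmrem1a* and DN50 inoculated with HH103, and no correlation over common DEGs could be computed with the thresholds of the Methods. Of the 41 genes called between the genotypes, 29 had enough counts in DN50 to be tested between the strains. At an absolute log2 fold change of at least 1 and an unadjusted *p* of at most 0.05 in both, 19 genes were common, with a Pearson's *r* of 0.646 across these genes. The values over the genes the paper lists in both Supplementary Data 3 and 5 stand in for the common DEGs. Of the paper's 83 genes, 73 were found in the count table and 68 were tested in both comparisons. The log2 fold changes had the same direction in 65 of the 68. Between the genotypes 68 of them had an unadjusted *p* under 0.05 and 3 an adjusted *p* of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between the strains 16 and 0 did. Pearson's *r* across the 68 genes was 0.480, with a jackknife standard error of 0.149 from fits that each left out a library, over which *r* was between 0.396 and 0.546. Genes are not independent replicates, so no *p* is given for *r*. The alternative that moved it most was the filter of at least 10 counts in every library, which left 60 of the genes with an *r* of 0.881. With the replicate number as a block *r* was 0.457. GLYMA_12G176900, with 0 counts in *Gmrem1a*, is among the 68 genes. Without the genes that had at most 3 counts in every library of 1 genotype and at least 10 in the other, *r* was 0.789 over 66 genes. This set was chosen after the data were seen. The value of 0.480 thus depends on these few genes, which the jackknife over libraries does not measure. Both comparisons use the same DN50 libraries inoculated with HH103 as the reference. On log2 CPM differences, *r* across the 68 genes was 0.576 with this shared reference. It was 0.476 on average, between 0.28 and 0.591, over the 6 ways of giving each comparison reference libraries of its own. The paper selected these genes with the shared libraries, so separate references do not remove them from the selection. Between the effect of the *nopL* mutant in DN50 and that of *Gmrem1a* with the *nopL* mutant, which share the DN50 libraries with the *nopL* mutant with opposite sign, *r* across the 68 genes was 0.0928. For DN50 with the *nopL* mutant and *Gmrem1a* with HH103, *r* across all 36226 genes tested in both was 0.336 with the shared DN50 HH103 reference. With separate references it was -0.0855 on average, between -0.219 and 0.107.

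**Figure D2:**
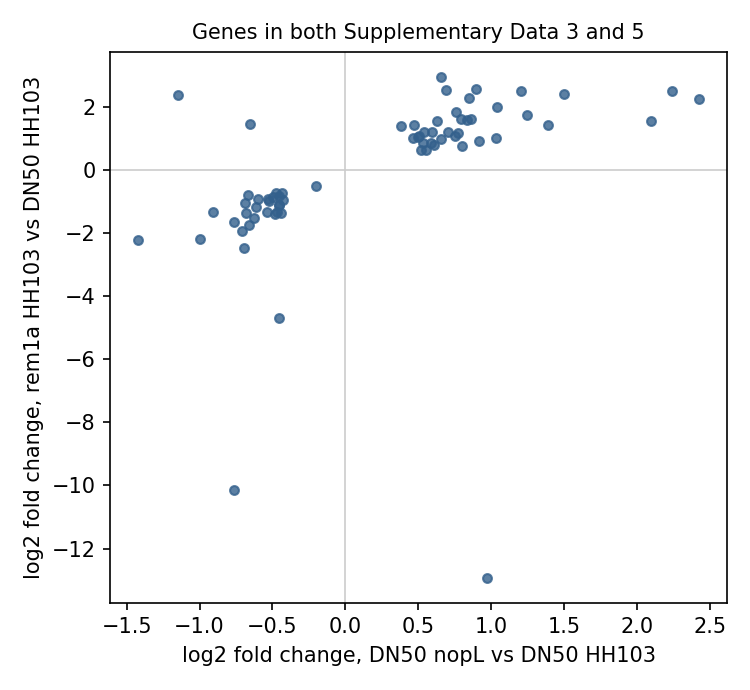
Log2 fold changes of the 68 genes in both Supplementary Data 3 and 5, for DN50 inoculated with the *nopL* mutant (x axis) and *Gmrem1a* inoculated with HH103 (y axis), each compared to DN50 inoculated with HH103. Each point is a gene. The 65 genes with the same direction lie in the lower left and upper right, and GLYMA_12G176900 lies apart from them at 0.97 and -12.92.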

More importantly, the expression of common DEGs in the *Gmrem1a* mutant inoculated with HH103 (WT) or *nopL* (mutant) compared to DN50 inoculated with HH103 showed a clearer positive correlation (*R* = 0.98; *p* < 2.2 × 10^−16^; Fig. 7d; Supplementary Data 6). This result confirms that the function of NopL depends on GmREM1a.

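In *Gmrem1a* inoculated with the *nopL* mutant compared to DN50 inoculated with HH103, 54 of 36765 tested genes passed both thresholds, 25 higher and 29 lower, and 6822 had an unadjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these 54 genes, 34 were also called in *Gmrem1a* inoculated with HH103, all 34 in the same direction. Their log2 fold changes in both comparisons had a Pearson's *r* of 0.9992 across genes, with a jackknife standard error of 0.00131 and values between 0.9981 and 0.9995 in fits that each left out a library. The common genes were called anew in these fits, between 14 and 36 of them. The 34 genes span log2 fold changes from -12.92 to 13.30 with HH103. Across all 36415 genes tested in both comparisons *r* was 0.693, the alternative that moved it most. With separate reference libraries for each comparison, the mean *r* over the 34 genes, which were called with the shared libraries, was 0.994, and over all genes it was 0.304, between 0.0565 and 0.468, against 0.645 with the shared reference on the same scale. With the replicate number as a block 10 genes were common, with an *r* of 0.9994. Of the 1205 genes in Supplementary Data 6, the paper's list for this comparison, 1088 were found in the count table, 908 were tested and 900 of these, or 99.1%, had the paper's direction. Of the 908, 762 had an unadjusted *p* under 0.05. An adjusted *p* of at most 0.05 was reached by 39 over all tested genes and by 694 over the list alone, which was selected on the same libraries. In the paper's list, 380 genes have an adjusted *p* of at most 0.05. When both genotypes were inoculated with the *nopL* mutant, 31 of 36432 genes passed, 16 higher and 15 lower in *Gmrem1a*, and 22 of them were also called with HH103, all in the same direction. Without DN50 *nopL* replicate 2, 149 genes passed, while the other fits that left out a library gave between 13 and 22. With the block 0 genes passed and 1017 had an unadjusted *p* under 0.05, against 1832 without it. The check of same-numbered libraries gave a mean *r* of -0.215 here. The genotype effects with HH103 and with the *nopL* mutant share no library. Over the 41 genes called with HH103, they had an *r* of 0.985, and an *r* of 0.9945 over the 14 genes called with the block. In fits that each left out a library, *r* was between 0.965 and 0.9945. The genes were called anew in these fits, between 18 and 102 of them. The jackknife standard error of 0.025 therefore includes the change of gene set. Within *Gmrem1a*, 0 of 36774 genes passed between the *nopL* mutant and HH103, and 4102 had an unadjusted *p* under 0.05. With DESeq2 in place of edgeR 121 genes passed, 115 higher and 6 lower with the *nopL* mutant. For the interaction of genotype and strain, 0 of 37791 genes passed and 697 had an unadjusted *p* under 0.05, and with DESeq2 6 genes passed. The 697 genes are 1.84% of those tested, less than the share near 0.05 that unchanged genes would give, so absence of an interaction was not shown. Over the 1493 genes of Supplementary Data 3 that could be tested in both genotypes, the effects of the *nopL* mutant in DN50 and in *Gmrem1a*, which also share no library, had an *r* of 0.381. Its jackknife standard error was 0.432, with values between 0.0395 and 0.464 in fits that each left out a library. The smallest was without DN50 *nopL* replicate 2. Across all 36045 genes tested in both, this *r* was 0.329, so the listed genes did not stand apart. The paper adds the clearer correlation in Fig. 7d to its earlier evidence that NopL needs GmREM1a to act. That evidence came from nodule and infection thread numbers in *Gmrem1a* and from overexpression of NopL.

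**Figure D3:**
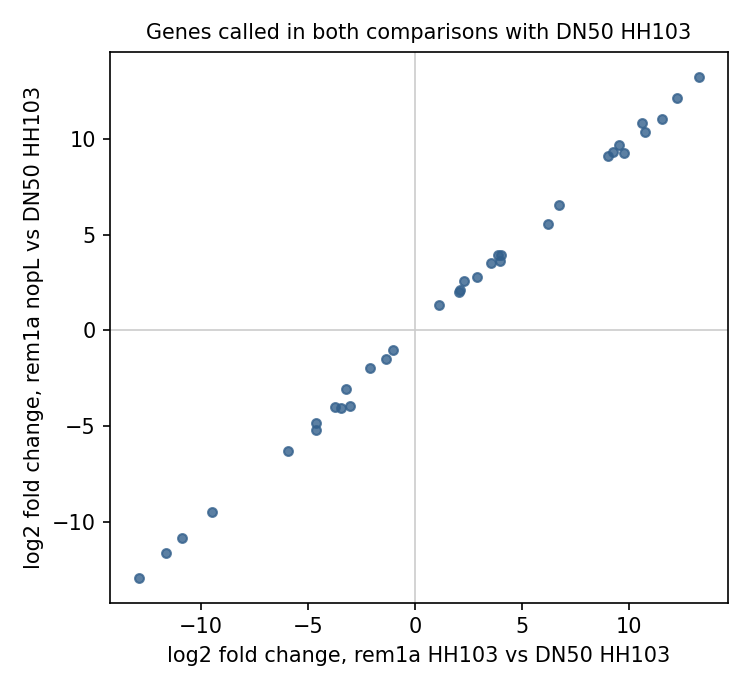
Log2 fold changes of the 34 genes called in both comparisons, for *Gmrem1a* inoculated with HH103 (x axis) and with the *nopL* mutant (y axis), each compared to DN50 inoculated with HH103. Each point is a gene, and all 34 lie in the lower left or the upper right.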

**Fig. 7:**
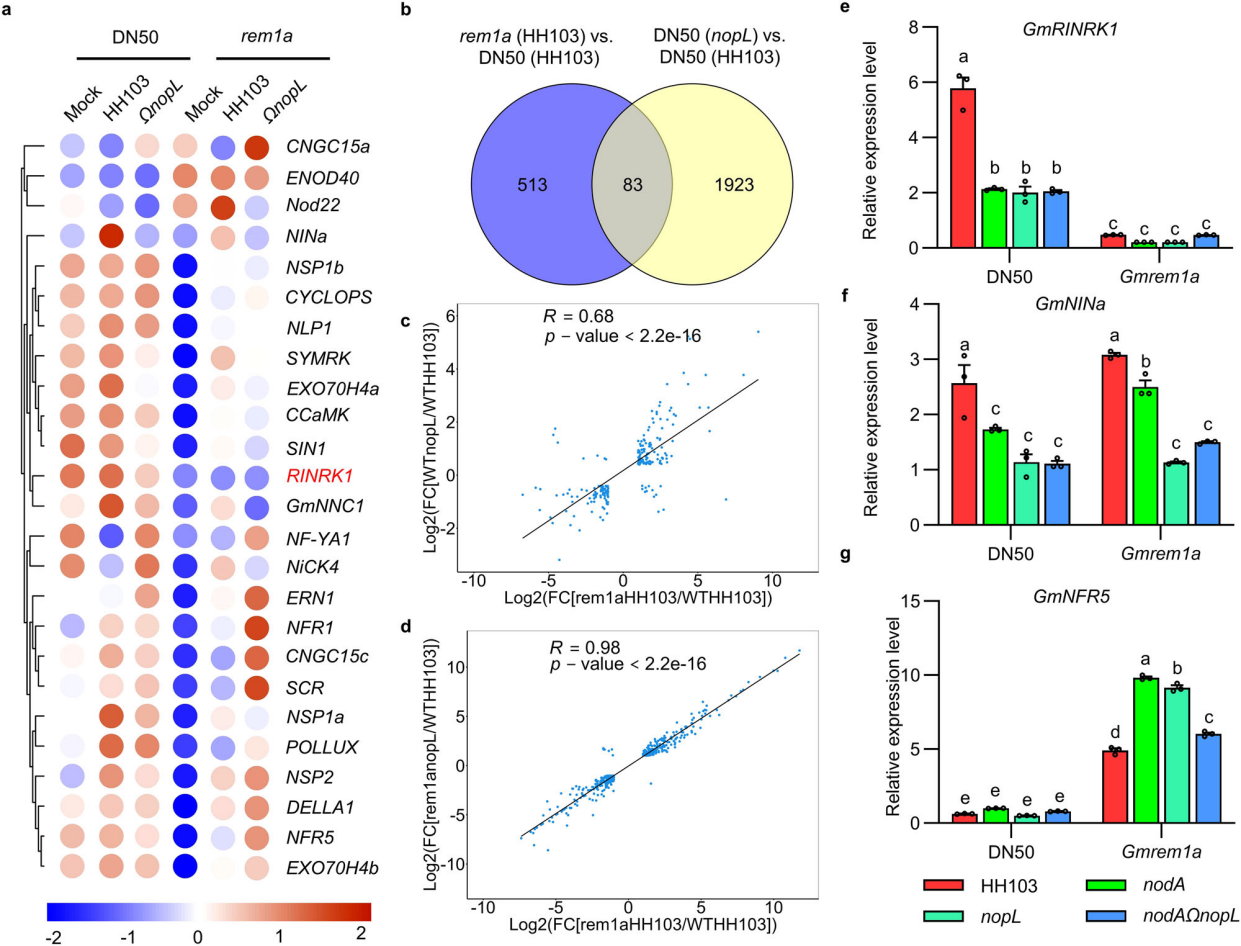
RNA-seq analysis of roots of WT and *rem1a* inoculated with HH103 or *nopL* mutant at 24 dpi. **a** Heat maps of symbiosis-associated genes in WT or *rem1a* mutants inoculated with MgSO_4_ (Mock), HH103 or *nopL* mutants. The scale bar at the bottom of the panel indicates the log_2_FPKM (Fragments Per Kilobase Million). **b** Venn diagrams showing unique and common genes amongst differentially expressed genes (DEGs) for different pairwise comparisons. The data of *Gmrem1a* (HH103) vs. DN50 (HH103) set is shown in blue, and the data of DN50 (*nopL*) vs. DN50 (HH103) set is shown in yellow. **c** Scatterplot showing the expression correlation of DEGs in DN50 inoculated with *nopL* mutants and in *Gmrem1a* plants inoculated with HH103 compared with DN50 inoculated with HH103. **d** Scatterplot showing the expression correlation of DEGs in *Gmrem1a* plants inoculated with HH103 or *nopL* mutants compared with DN50 inoculated with HH103. The black line is the linear regression. *R*, Pearson correlation coefficient. FC, Fold change in **c**, **d**. **e–g**, Relative expression level of *GmRINRK*, *GmNINa* and *GmNFR5* in roots of WT or *rem1a* mutants inoculated with HH103, *nodA* mutants, *nopL* mutants or *nodA* and *nopL* double mutant in 24 dpi. Values are means ± SD (*n* = 3 biological repeats) and *P* < 0.05 by ANOVA with Tukey’s multiple comparison tests. Source data are provided as a Source Data file.

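*GmPLT1* (GLYMA_11G131900, chromosome 11), which Supplementary Data 3 and 5 describe as an AP2-like ethylene-responsive transcription factor and which is in both lists, had 7.48 ± 1.2 CPM (SD, n = 3 libraries) in DN50 inoculated with HH103, 5.46 ± 2.23 CPM in DN50 inoculated with the *nopL* mutant, 3.54 ± 0.558 CPM in *Gmrem1a* inoculated with HH103 and 6.34 ± 3.81 CPM in *Gmrem1a* inoculated with the *nopL* mutant. In DN50 inoculated with the *nopL* mutant compared to HH103, its log2 fold change was -0.45 (standard error 0.335, adjusted *p* = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries overlapped. The difference was not larger than the spread between replicates, and it was between -0.69 and -0.14 with each library left out in turn. In *Gmrem1a* compared to DN50, both inoculated with HH103, the log2 fold change was -1.11 (standard error 0.195, adjusted *p* = 0.224 from the same edgeR test), and each *Gmrem1a* library was below each DN50 library. With DESeq2 in place of edgeR the gene passed both thresholds with a log2 fold change of -1.11 (DESeq2 adjusted *p* = 0.0011), and over all alternatives the adjusted *p* from edgeR or DESeq2 was between 0.0011 and 0.762. With the replicate number as a block, the log2 fold change was -0.53 between the strains in DN50 and -1.11 between the genotypes with HH103, with adjusted *p* = 0.826 and 0.162 from the same edgeR test. The paper's reported log2 fold changes are -0.42 and -0.97. With the *nopL* mutant, *Gmrem1a* and DN50 differed by 0.22 (standard error 0.475, adjusted *p* = 0.93 from the same edgeR test). The interaction of genotype and strain was 1.35 on the log2 scale (standard error 0.579, adjusted *p* = 1 from the same edgeR test). In *Gmrem1a* inoculated with the *nopL* mutant, the libraries had 10.7, 3.68 and 4.65 CPM. *GmRINRK1* and *GmmiR172c* were not analysed here.

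**Figure D4:**
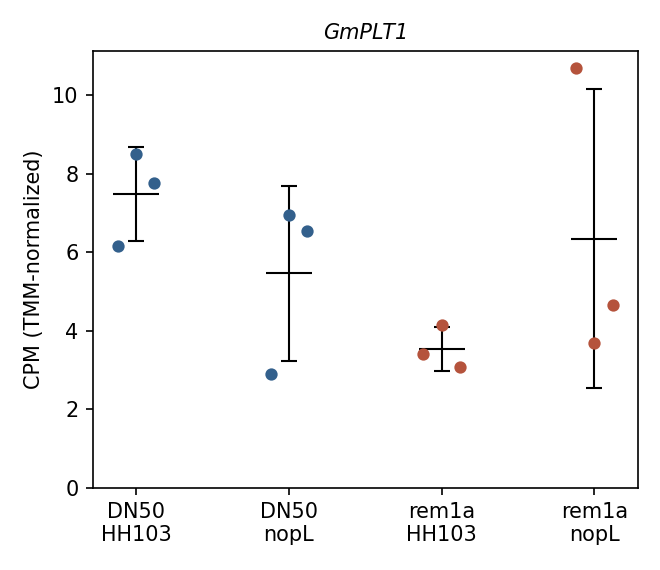
CPM of *GmPLT1*, normalized by TMM, in DN50 (blue) and *Gmrem1a* (red) inoculated with HH103 or the *nopL* mutant. Points are the 3 libraries of each group, and bars show the mean and SD. The libraries of *Gmrem1a* with HH103 sit between 3.06 and 4.15 CPM, and those of DN50 with HH103 between 6.17 and 8.51 CPM.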

Within the 83 DEGs, a homolog of *LjRINRK1* (*Lotus japonicus* Rhizobial Infection Receptor-like Kinase1), a homolog of *MtPLT1* (*Medicago truncatula* PLETHORA 1) and *GmmiR172c* were identified, and both *GmRINRK1* and *GmmiR172c* were downregulated in DN50 inoculated with the *nodA* mutant (Supplementary Fig. 12c, Supplementary Fig. 13a). *LjRINRK1*, *MtPLT1,* and *GmmiR172c* are key factors that coordinates the output of NF signaling required for rhizobial plant infections^50–52^ or nodule development^53^. Given, their importance, we examined the expression of *GmRINRK1*, *GmPLT1* and *GmmiR172c* in WT and in the *Gmrem1a* backgrounds using qRT-PCR. After inoculation with either the *nodA* mutant, *nopL* mutant or *nodAΩnopL* double mutant, *GmRINRK1*, *GmPLT1* and *GmmiR172c* expression in DN50 was significantly lower than when inoculated with HH103 (Fig. 7d, Supplementary Fig. 13b, c). In the *Gmrem1a* mutant, *GmRINRK1* expression was low when inoculated with HH103 and the mutant derivatives (Fig. 7e). The *GmPLT1* and *GmmiR172c* genes also showed altered expression, but this could not be associated with the nodule phenotype of *Gmrem1a* inoculated with HH103 and its mutant (Supplementary Fig. 13b, c). This shows that *GmRINRK1* expression strictly depends on a functional GmREM1a and on the NF signaling, whereas *GmPLT1* and *GmmiR172c* expressions are not. The expression of important other symbiosis-related genes was also explored. Expression of *GmNIN1a* was reduced in the rhizobial mutant backgrounds compared to WT but these patterns were not significantly changed in the *Gmrem1a* mutant (Fig. 7f). This suggested that *GmNINa* expression is independent of GmREM1a but requires NopL, as well as the NF signaling. The relative expression of *GmNFR5* was significantly increased in the *Gmrem1a* mutant (Fig. 7g) suggesting an inhibitory action of *GmREM1a* on *GmNFR5* expression.

## Discussion

In the legume rhizobia symbiosis, a conserved NF signaling pathway allows the recognition of the NF produced by rhizobia in order to establish symbiosis^54,55^. In addition, T3SS play multiple roles in regulating host specificity, immunity, nodule senescence or even allowing NF recognition to be by-passed^31,42,56^. Our study reveals that NF-mediated symbiosis in soybean requires GmREM1a and NopL. It suggests a mechanistic model (Supplementary Fig. 14) in which NF-mediated symbiosis and T3E-mediated secretion can affect NF signaling in soybean, with NopL playing an essential role in which the NopL effector affects NF-mediated symbiosis signaling. NopL promotes the interaction between GmNFR5 and GmREM1a showing that rhizobial T3E not only hijack the immune system of their symbiotic hosts^32,42^, but can also play a direct role in NF signaling. T3E NopL is broadly conserved in rhizobia that nodulate soybean, and a NF plus T3E dependent nodulation pathway also exists^42^. In agreement with the role of NopL in NF signaling, *nopL* mutants did not exhibit a change in nodule number of the NF-independent strain *Bradyrhizobium sp*. ORS3257 nodulating *Aeschynomene indica*^32,57^. However, in the NF-dependent symbiosis of *Vigna mungo*, the *nopL* mutant or *nodC* mutant of *Bradyrhizobium elkanii* USDA61 exhibited a similar nodulation minus phenotype^58^. These results are consistent with the model (Supplementary Fig. 14). *Sinorhizobium meliloti* does not have a type III secretion system, so NopL does not exist in the *S. meliloti* 1021 or *Ensifer medicae* WSM419 strains, the symbiotic partners of *M. truncatula which*^59,60^, this regulation by T3E might be absent in this symbiotic system or other factors might play similar roles in this plant. Since NopL is very conserved in soybean and some other legume rhizobia, this model may exist in many legume-rhizobia interactions.

An intriguing observation of our work is that soybean-rhizobia symbiosis is partly NF independent, but this agrees with some previous studies^42^. *nodA*, *nopL*, *nodAΩnopL* mutants induced fewer nodules than the wild-type HH103 strain, indicating that NF and NopL both play positive but also non-essential roles during nodule formation of SN14 and DN50, suggesting a NF independent nodulation in some soybean varieties^43^.

NopL is a T3E specific to rhizobia^31^ secreted into the host cell by the rhizobial T3SS to physically interact with GmREM1a and GmNFR5. Although the *Gmrem1a* mutants blocks the interaction between NF signaling and NopL, nodules are still formed on the mutant plants, in agreement with previous studies^24,26,61^. The similar phenotype seen in the *Gmrem1a* mutant and the bacterial *nodA* and *nopL* mutants further supports the hypothesis that they participate in the same signaling pathway. Following GmREM1a / GmNFR5/ NopL interaction our results indicate that *GmNINa* and *GmRINRK1* expression are activated. Normal *LjRINRK1* expression is regulated by NIN in *L. japonicus*^50^. However, the low expression of *GmRINRK1* in the *Gmrem1a* mutant indicates that there might exist other GmNINa-independent regulation mechanism for *GmRINRK1* expression. This might also explain the NF-independent symbiosis observed in the *Gmrem1a* mutant. As the *nopL* mutant induces fewer ITs and primordia compared to the wild-type rhizobium, this suggests that GmRINRK1 participate to rhizobial infection but not to nodule development^50^.

GmREM1a is a pivotal protein in the recruitment of GmNFR5 and GmNFR1 for NF recognition. It also stabilizes the NF receptors at the membrane during symbiotic establishment^24,26^. This function might be explained by remorin induced alterations in membrane fluidity^24,62,63^, higher order protein oligomerization^64–66^, maintenance of membrane-associated and phase-separated condensates^67^ or influencing membrane bending and stabilization^24^. The role of NopL in these functions should be addressed in future research.

In parallel with Nod factor-dependent partner selection, the plant immune system also plays an important role in influencing the establishment of symbiosis^68,69^. In tobacco, NopL of the *Sinorhizobium* strain NGR234 was phosphorylated by the mitogen-activated protein kinase NtSIPK, which is often linked to plant defense^40,41^. We previously showed that NopL plays a negative role on the nodule formation of the soybean landrace Qingdou^70^, suggesting that in addition to its promotion of the NF signaling, NopL might trigger effector-triggered immunity in different soybean genotypes, and/or the interactions with the NF signaling cascade may differ in certain genotypes. NopL can also interfere with nodule functioning by controlling senescence as observed in *Phaseolus vulgaris*^41^, but this aspect was not studied yet in soybean. It would be interesting to know if this action is also NF dependent by testing the *nodA* and *nodAΩnopL* in this system. NopL could also play a role in the subtle balance between immunity and senescence during symbiosis depending on the legume genotypes^71^. More studies will be required to know if GmREM1a, GmNFR5, and GmNFR1 alleles are related to the NopL type (positive/negative) of action in these different landraces.

In summary, our study shed light on a long-standing question in the soybean symbiotic interaction and contributes to our understanding of how NF signaling pathways and the T3E interact to affect early stages of soybean symbiosis. Our results also explain why symbiotic interactions in some soybean varieties depend on complementary NF signaling or T3E events^42^. These results may have broad practical implications, as they suggest that controlling NopL expression could affect NF signaling and consequently the effectiveness of the symbiotic nitrogen fixation in soybean.

## Methods

### Plant materials, rhizobia, and growth conditions

The Suinong 14 (SN14) and Donong 50 (DN50) cultivar were used throughout the study. The DN50 was used in the generation of all stable transgenic and gene-edited soybean genotypes, *Gmrem1a-*knock out lines, *Gmrem1a-*knockdown lines.

For the nodulation tests, soybean seeds were sterilized overnight with chlorine gas and then planted in plastic jars. The soybean seedlings were grown in a greenhouse under a 16 h light/8 h dark cycle at a temperature of 25 °C. They were inoculated with *S. fredii* HH103 or mutants in this background. The soybean seedlings were inoculated with rhizobia suspended in sterile water containing 10 mM MgSO_4_ at OD_600_ = 0.2. The nodulation phenotype of soybean was recorded 28 days post-inoculation (dpi) with rhizobia. The soybean seedlings were provided with a 1 mM N solution.

*S. fredii* HH103 and its mutants (*nodA* mutant, *nopL* mutant^70^, *ttsI* mutant^72^, *nodQ* mutant, *nodAΩnopL* mutant, *nodQΩnopL* mutant, *nodB* mutant^73^, *nodC* mutant, *nodBΩNopL* mutant and *nodCΩnopL* mutant), as well as GFP or GUS-tagged HH103 were grown at 28 °C in TY medium.

For *nodA* and *nodQ* mutant construction, a kanamycin Ω interposon was ligated into *nodA* or *nodQ* downstream of the ATG codon, then cloned into the suicide vector pJQ200SK^74^. The triparental mating was used to transfer the suicide vector from *Escherichia coli* DH5α cells into *S. fredii* HH103 in the presence of pRK2013 helper plasmid^75^. The same approach was used to construct *nodAΩnopL* mutant and *nodQΩnopL* mutant on *nodA* mutant or *nodQ* mutant. Mutant strains were verified using western blots or expression studies (Supplementary Fig. 2).

*Agrobacterium* strains, including *Agrobacterium tumefaciens* EHA105 and GV3101 (pSoup-p19) and *Agrobacterium rhizogenes* strain K599, were grown at 28 °C in YEP medium. *E. coli* was cultured at 37 °C in LB medium.

### GUS staining

To observe the early infection events after inoculation with HH103 and its mutants, soybean roots were collected at 1 dpi and 7 dpi, respectively. The collected soybean roots were placed in a GUS staining solution (50 mM sodium phosphate buffer, pH 7.2, 0.5 mM K_3_Fe (CN)_6_, 0.5 mM K_4_Fe (CN)_6_, 2 mM 5-bromo-4-chloro-3-indolyl-β-D-glucuronic acid, and 0.3% Triton X-100), then kept under vacuum for 10 min, and subsequently incubated for 24 h at 37 °C in the dark. This was followed by five washes of 30 min each using de-staining Buffer 1 (75% [v/v] ethanol and 25% [v/v] acetic acid) and de-staining Buffer 2 (75% [v/v] ethanol and 25% [v/v] distilled water).

### Analysis of rhizobial infection events

The infection events were observed using a fluorescent microscope (Leica, DM2500). Infected segments of 1 cm lateral roots were taken at 1 dpi and the number of infection threads in the root segments was counted, and three independent lateral root segments of each plant were used for each biological replicate. Five biological replicates of infestation events were performed for each GUS-tagged HH103.

For the analysis of the number of nodule primordium soybean roots after GUS staining at 7 dpi. Fifteen biological replicates were performed for each condition.

### Antibody production and verification

The NopL peptide (amino acid residues from 1 to 300), GmREM1a peptide (amino acid residues from 1 to 194) and GmNFR5 peptide (amino acid residues from 211 to 242) were used as the antigen to develop specific antibody by Abmart. To verify the specificity of the NopL antibody, cell pellet of HH103, HH103Ω*nopL*, HH103Ω*ttsI* and HH103 *NptII:NopL:GFP* were collected, added to 2 × SDS-PAGE loading buffer and heated at 100 °C for 10 min, separated on 12% PAGE gels for immunoblot analysis. To verify the specificity of GmREM1a antibodies. Soybean roots of DN50, *Gmrem1a* mutants at 1 dpi, respectively, were collected and ground to a fine powder in liquid nitrogen. Extraction buffer (50 mM Tris-HCl, pH 7.4,150 mM NaCl, 1% Triton X-100, 0.5 mM EDTA, 1 mM DTT and 1 × protease inhibitor mixture [Roche]) was added to the samples. After homogenization on ice for 30 min, the mixture was centrifuged at 15,000 × *g* for 20 min at 4 °C. The extracts were heated at 100 °C for 10 min with 2 × SDS-PAGE loading buffer and separated on 12% PAGE gels for immunoblot analysis. To verify the specificity of GmNFR5 antibodies, protein extracts of DN50 roots were assayed by immunoblotting and *nod139*^76^ (a mutant of NFR5 in soybean cultivar Bragg) was used as a negative control.

### Immunohistochemistry and immunolocalization

Immunohistochemistry and immunofluorescence were performed following previously described methods^77,78^. Soybean root nodules, collected at 10 dpi, were fixed in Formaldehyde-ethanol-acetic acid fixative solution (FAA fixative Solution), dehydrated with ethanol, and embedded with wax. The material was sectioned to 8 μm and dewaxed on slides for antigen repair as well as BSA blocking and incubated overnight at 4 °C with the corresponding antibody (anti-NopL, 1:150 dilution. anti-REM1, 1:200 dilution). After the incubation, the slides were washed five times with PBS and then incubated with HRP-conjugated goat anti-Rabbit IgG (Cy3-conjugated goat anti-Rabbit IgG (Abbkine, A22220, 1:500 dilution) or FITC-conjugated goat anti-Rabbit IgG (Abbkine, A22120, 1:500 dilution) for immunofluorescence, for 1 h at 4 °C. After washing the slides with PBS, the root nodule sections were incubated with hematoxylin or DAPI solution for 20 min. Immunofluorescence was preserved using antifade medium to maintain fluorescence before imaging with a confocal microscope.

### Electron microscopy

For immunoelectron microscopy, nodule tissue was collected 10 days after inoculation. The collected nodule tissues were fixed in 2.5% glutaraldehyde fixative (Servicebio, G1124) and then subjected to cryo-dehydrated permeabilized LR White resin (Sigma-Aldrich, L9774) cryo-polymerized. Subsequently, sections were incubated with anti-NopL IgG (1:5 dilution) and immunolabeled using goat antibody against rabbit IgG conjugated with 10 nm (Sigma-Aldrich, G7402) diameter gold particles^79^.

### Cya reporter translocation assays

NopL was fused to the calmodulin-dependent adenylate-cyclase (Cya) domain and expressed from the *NopL* promoter in HH103 or *ttsI* mutant. To analyze that NopL can translocate in soybean root cells, detect cAMP content in soybean roots inoculated with HH103 *NopL-Cya* (Cyclic AMP ELISA Kit, Cayman, 481002) at 1 dpi. The soybean roots inoculated with HH103 and *ttsI NopL-Cya* as negative controls.

### Interacting protein identification of NopL by LC–MS/MS

The coding sequence of the *NopL* was cloned into pET28a vector using *Bam*H I and *Sal* I restriction enzymes. The resulting vector was transformed into *E. coli* BL21 (DE3) for the expression of recombinant protein. His-NopL protein was purified by Ni NTA Beads 6FF (Smart-lifesciences, SA005005). DN50 roots inoculated with HH103 were collected at 1 dpi and frozen in liquid nitrogen. Soybean root hair cells were collected by scraping the soybean roots using the cell scraper (Corning Incorporated, 3010). Soybean root hair proteins were extracted using protein extraction buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10% Glycerol, 0.2% Trixton X-100, 1 mM DTT, 1×protease inhibitor cocktail, 1 mM NaF, 1 mM Na_3_VO_4_ and 1 mM PMSF). The obtained His-NopL protein was added to the soybean root protein extract, while no His-NopL protein was added to the control sample. After mixing, the NopL interacting proteins were pull-down using Ni NTA Magarose Beads (Smart-lifesciences, SM008001) semi-in vivo. Finally, the eluted proteins were subjected to analysis using LC-MS/MS to identify and characterize the proteins that interact with NopL.

For LC-MS/MS analysis, trypsin-digested peptides were analyzed by an EASY-nLC 1200 system (Thermo, USA) coupled with a Q Exactive HF-X quadrupole orbitrap mass spectrometer (Thermo, USA). The peptide identification was performed by PEAKS Studio 8.5 software (https://www.bioinfor.com/peaks-85-release/). The parameters were set as follows: precursor mass tolorance is 10 ppm; fragment mass tolorance is 0.05 Da. False discovery rate (FDR) of peptide identification was set as FDR ≤ 0.01. A minimum of one unique peptide identification was used to support protein identification.

### BiFC (bimolecular fluorescence complementation) assays

The BiFC assays were conducted following previously established protocols^80^. *A. tumefaciens* GV3101 (pSoup-p19) carrying different combinations of cYFP (C-terminal yellow fluorescent protein) or candidate genes fused to cYFP or nYFP (N-terminal yellow fluorescent protein) constructs were resuspended in permeabilization buffer (10 mM MES adjust pH to 5.7 used KOH, 10 mM MgCl_2_, 150 μM acetosyringone) at an optical density of OD_600_ = 0.2, gently mixed and permeabilized into young leaves of expanded *N. benthamiana*. Fluorescence signals were observed after 48 h using laser confocal microscopy (Leica, TCS SP8).

For the BiFC analysis of the interactions between GmREM1a and GmNFR5 with or without NopL, *A. tumefaciens* (GV3101) carrying the plasmid of interest was grown in YEP liquid culture overnight at 28 °C with the corresponding antibiotics. The liquid culture was centrifuged (3200 × *g*, 10 min) and washed twice with 10 mM MgCl_2_. Finally, the bacteria were re-suspended in 10 mM MgCl_2_ solution (OD_600_ = 0.4) and mixed with p19 (OD_600_ = 0.1) in the presence of 200 μM acetosyringone, and then incubated in the dark for 2 h at room temperature before infiltration into *N. benthamiana* leaves. After 2 days of infiltration, images were taken using confocal laser-scanning Microscopy (Leica TCS SP8 confocal microscope equipped with 63x water immersion lenses, YFP was excited at 514 nm using an argon laser and detected at 525–560 nm).

### Co-immunoprecipitation

For the Co-immunoprecipitation analysis of the interaction between NopL and REM1a/1b, *A. rhizogenes* K599 carrying a construct allowing the co-expression of *35S:NopL-GFP* and *35* *S:REMa/b-Myc* was used to produce hairy roots expressing *NopL-GFP* and *REM1a/1b-Myc* in soybean. After agrobacterial transformation, roots of soybean were collected, crushed in liquid nitrogen, and total protein was extracted using protein extraction buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 10% Glycerol, 0.2% Trixton X-100, 1 mM DTT, 1×protease inhibitor cocktail and 50 μM MG132). The total protein extract was then transferred to two new microtube (left 1% as input) and 20 μL of ChIP magnetic A beads (Sigma-Aldrich, 16-661) were added. after mixing, anti-GFP antibody (MBL, 598, used at 1:500 dilution) or Rabbit IgG (Sigma-Aldrich, NI01, used at 1:500 dilution) were added separately and incubated for 3-4 h at 4 °C on a roller shaker. For immunoblotting assays, anti-GFP antibody (Abmart, M20004, used at 1:2000 dilution) or anti-Myc antibody (Abmart, M20002, used at 1:2500 dilution) was used to detect NopL-GFP or REMa/b-Myc, respectively.

For the in vivo interaction detection of GmREM1a with GmNFR1 or GmNFR5, *35S: GmNFR1-FLAG* or *35S: GmNFR5-FLAG* were introduced into *A. tumefaciens* K599 and used for soybean hairy root transformation. Root proteins were extracted and incubated with FLAG beads (Sigma-Aldrich, M8823) for 4 h at 4 °C. Beads were washed 6 times with PBS. For immunoblotting assays, anti-FLAG antibody (Invitrogen, MA1-91878, used at 1:10,000 dilution) or anti-REM1a antibody (used at 1:2500 dilution) was used to detect NFR1/5-FLAG or REMa, respectively.

### GST pull-down

His-GmREM1a was incubated with glutathione GST or GST-NopL for 2 h in an interaction buffer (20 mM Tris-HCl, 100 mM NaCl, 0.1 mM EDTA, and 0.2% Triton X-100, pH 7.4). After incubation, Glutathione Magarose Beads (Smart-lifesciences, SM002001) were added to the reaction mixture, and the reaction mixture (left 10% as input) was incubated for 3-4 h at 4 °C. Following this incubation, the beads were washed with PBS to remove non-specific binding. The proteins bound to the beads were eluted by added 100 μL of 2×protein loading buffer and heating at 100 °C for 10 min. The target proteins were detected used anti-GST antibody (Invitrogen, MA4-004, used at 1:2500 dilution) or anti-His antibody (Abmart, M30111, used at 1:2500 dilution).

### Semi-pull-down analysis

For semi-pull-down analysis, NopL-GST or GST proteins were co-incubated with GmREM1a-His proteins and Ni NTA Magarose Beads for 4 h. Soybean hairy root protein extracts containing GmNFR5-FLAG protein were co-incubated for 4 h with preincubated GmREM1a-His Magarose Beads as described above. Pre-incubated Ni NTA Magarose Beads were used as a negative control. After the incubation, the beads were washed 6 times with PBS. The target proteins were detected using anti-GST antibody (Invitrogen, MA4-004, used at 1:2500 dilution), anti-FLAG antibody (Invitrogen, MA1-91878, used at 1:10,000 dilution) or anti-His antibody (Abmart, M30111, used at 1:2500 dilution).

In additions, GmNFR5-FLAG was overexpressed by hairy roots transformation in transgenic soybean plants expressing NopL-GFP. DN50 containing GmNFR5-FLAG protein was used as a control by hairy roots transformation. Total proteins from transgenic roots inoculated with HH103 at 7 dpi containing NopL-GFP and GmNFR5-FLAG were extracted for semi-pull-down analysis.

### Yeast two-hybrid assays

Yeast two-hybrid assays followed previous methods^81^. Appropriate constructs containing paired genes were co-transformed into strain AH109 using the lithium acetate/carrier DNA/PEG transformation method. pGBKT7-lam/pGADT7-largeT was used as a negative control pair and pGBKT7-p53/pGADT7-largeT was used as a negative control pair. pGBKT7-Lam encodes the Gal4p BD fused with Lamin. pGBKT7-p53 encodes the Gal4p BD fused with murine p53. pGADT7-largeT encodes the Gal4 AD fused with the SV40 large T-antigen.

The yeast split-ubiquitin system followed established protocols^47,82^. Appropriate constructs containing paired genes were co-transformed into strain NMY51 using the lithium acetate/ carrier DNA/PEG transformation method. Ten microliters of yeast suspension was grown on DDO medium plates (SD/-Leu/-Trp), TDO/X medium plates (SD/-Leu/-Trp/-His/X-a-gal) and QDO/X media plates (SD/-Leu/-Trp/-His/-Ade/X-a-gal) (Clontech). The positive control was obtained by co-transfecting pTSU2-APP (positive bait plasmid. APP, amyloid A4 precursor protein) and pNubG-Fe65 (positive prey plasmid. Fe65, amyloid beta A4 precursor protein-binding family B member 1) into strain NMY51. Co-transfection of PBT3-N bait (bait plasmid) and pOst1-NubI (prey plasmid) into NMY51 yeast host strain for functional validation. Ost1 is a resident endoplasmic reticulum protein, ensuring that the Ost1-NubI fusion protein is located in the cytoplasmic region near the cell membrane; NubI is the domain of the wild-type ubiquitin protein, which can actively attract the Cub structure expressed by bait plasmids.

### Soybean hairy root transformation

The soybean hairy root transformation has been previously described^83^. Briefly, *pGmREM1a:GFP* and *pGmREM1a: GmREM1a-GFP* were introduced into *A. tumefaciens* K599, respectively. K599 was incubated in YEP medium containing kanamycin resistance until OD_600_ = 0.6. The bacterium was suspended in LCCM (1/10 × Gamborg B5 basal medium, 30 g L^−1^ sucrose, 3.9 g·L^-1^ MES, pH=5.4 and 40 mg L^−1^ acetobutanone). The hypocotyl of germinating soybean seeds was excised and incubated in LCCM containing K599 for 30 min and the surface bacterial solution was aspirated. Seedlings were transferred to CCM medium (1/10 × Gamborg B5 basal medium, 30 g L^−1^ sucrose, 3.9 g L^−1^ MES, pH = 5.4, 40 mg L^−1^ acetobutanone, 400 mg L^−1^ Cysteine and 154.2 mg L^−1^ Dithiothrietol) and incubated for 2 days in dark before being transferred again to rooting medium (1/10 × Gamborg B5 basal medium, 30 g L^−1^ sucrose, 3.9 g L^−1^ MES, pH = 5.4 and 7.5 g L^−1^ agar). Transgenic hairy roots were identified by detecting the RFP marker DsRED, which is encoded by *DsRED2* and is expressed under the control of the *CaMV35S* promoter, adjacent to the target gene inserted in the vector backbone (approximately 1 kb between the *DsRED* and the inserted target gene). RFP was observed used the fluorescent microscope (Leica, MZ10F) and non-positive roots were cut off.

### Affinity purification of biotinylated proteins

*A. rhizogenes* K599 strains carrying *pGmREM1a: GmREM1a-GFP-TbID*, *35* *S: GmNFR5-FLAG or pGmREM1a: NopL-Myc* were used to co-express *GmREM1a-GFP-TbID* and *GmNFR5-FLAG* or *GmREM1a-GFP-TbID*, *GmNFR5-FLAG*, and *NopL-Myc* by soybean hairy root transformation. Soybean hairy roots were infiltrated with 100 μM biotin and incubated for 2 h in a growth chamber, using *pGmREM1a: GFP-TbID* as a control. Tissue samples were ground in liquid nitrogen and total protein was extracted using protein extraction buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10% Glycerol, 0.2% Trixton X-100, 1 mM DTT, 1×protease inhibitor cocktail and 50 μM MG132). The supernatants were collected after centrifugation at 15,000 × *g* for 20 min. To remove free biotin from the total protein, the protein samples were desalted using Zeba™ Spin Desalting Columns (Thermo Fisher Scientific, 89889) according to the manufacturer’s instructions, and further concentrated and secondarily desalted using Vivaspin® 500 Centrifugal Concentrator Polyethersulfone (Sartorius, VS0112). Protein samples (500 μg) were incubated with 50 μL of Dynabead C1 Streptavidin beads (Thermo Fisher Scientific, 65001) at 4 °C overnight. The beads were then washed 6 times with protein extraction buffer. Biotinylated proteins were eluted by boiling the beads in SDS sample buffer containing 2 mM of biotin and separated by 10% SDS-PAGE gels.

### RNA-seq and data analysis

For the RNA-seq experiment, two types of soybean plants were used: the DN50 (wild type) and derived *Gmrem1* mutant. These plants were inoculated with different strains of rhizobia, including the wild-type HH103, derived mutants HH103Ω*nopL* and HH103Ω*nodA* and a mock control using 10 mM MgSO_4_. The plants were inoculated with these rhizobia strains, and the roots were sampled, and total RNA was isolated at 1 dpi. The RNA-seq analysis was performed on the isolated total RNA from the roots of the different soybean plants under the various treatments. Rhizobia inoculation and sample collection were performed as described above. Three roots from different plants were collected as one replicate, and three biological replicates were collected for each treatment. Three individual samples were sequenced using Illumina NovaSeq 6000. To identify differential expression genes (DEGs) between two different samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. RSEM was used to quantify gene abundances. Essentially, differential expression analysis was performed using the DESeq2. DEGs with |log2FC| ≧ 1 and FDR ≤ 0.05 were considered to be significantly different expressed genes.

### Vectors and primers

All vectors and primers used in this study are shown in Supplementary Data 1.

### Accession numbers

Accession numbers are as follows: *NodA* (*AAY89042.1*), *NopL* (*CEO91525.1*), *GmREM1a* (*Glyma.08G012800*), *GmREM1b* (*Glyma.05G205900*), *GmNFR1* (*Glyma.02G270800*), *GmNFR5* (*Glyma.11G063100*) and *GmUNK1* (*Glyma.12G020500*).

### Statistics and reproducibility

In this study, statistical analysis for this study was done using GraphPad Prism 8.0.1 (GraphPad software http://www.graphpad.com). *P* values less than 0.05 were considered significant and less than 0.01 were considered highly significant. In addition, in all experiments at least three biological replicates were performed in this study. No data were excluded from the analyses and no statistical methods were used to predetermine sample size. For microscopic, confirmation of protein interactions and physiological observations, as least three completely independent experiments were performed to minimize plant-to-plant variations.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting summary

### Source data

Source Data

## Data Availability

The RNA-Seq data generated in this study have been deposited in the NCBI Sequence Read Archive database under accession code PRJNA1000775. Processed data have been deposited in the NCBI GEO database under the accession number GSE269425. The protein mass spectrometry of NopL interaction protein raw data used in this study are available in the ProteomeXchange partner repository under accession code PXD052987. Source data are provided with this paper.

# Supplementary material for: The type III effector NopL interacts with GmREM1a and GmNFR5 to promote symbiosis in soybean
**Source:** Nat Commun. 2024 Jul 12;15:5852. doi: 10.1038/s41467-024-50228-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** List of primers used in this work.

**Supplementary Data 2:** Proteins identified by LC-MS/MS

**Supplementary Data 3:** Differentially expressed genes identified using RNA-seq of WT nopL vs WT HH103

**Supplementary Data 4:** Differentially expressed genes identified using RNA-seq of WT nodA vs WT HH103

**Supplementary Data 5:** Differentially expressed genes identified using RNA-seq of rem1a HH103 vs WT HH103

**Supplementary Data 6:** Differentially expressed genes identified using RNA-seq of rem1a nopL vs WT HH103

How the deposited data were processed for this re-analysis (not part of the article)

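RNA from soybean roots was sequenced by the authors in 12 libraries, 3 biological replicates of each of 4 groups: DN50 and *Gmrem1a*, each inoculated with HH103 or the *nopL* mutant. The authors deposited whole-number counts per gene, made with RSEM and not normalized, for 56826 genes, of which 55589 have GLYMA identifiers and 1237 have ENSRNA identifiers. The file has 18 further columns of per-sample values, which were not mapped to a condition and entered no computation. The mapping of the 12 columns rests on the genotype, strain and replicate number in the labels.

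The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each of the 5 pairs of groups was fitted on its 6 libraries with TMM normalization, the genes kept by filterByExpr, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction of genotype and strain was fitted on all 12 libraries in the same way. A gene was called at an absolute log2 fold change of at least 1 and an adjusted *p* of at most 0.05, the thresholds of the Methods. The Methods name DESeq2 for the test, and DESeq2 1.42.0 was used as an alternative on genes with a total of at least 1 count. CPM values were normalized by TMM, and log2 CPM used a prior count of 2. With 3 libraries against 3, the smallest exact two-sided permutation *p* is 0.1, so no permutation *p* is given for single genes.

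The comparisons, the tests, the rule for naming genes and the alternatives were set before the data were examined, apart from those said to be chosen afterwards. The alternatives were DESeq2 with and without shrinkage of the fold changes, upper-quartile normalization, library totals alone, a filter of at least 1 count, a filter of at least 10 counts in every library, all 12 libraries in 1 fit, the replicate number as a block, an absolute log2 fold change of at least 0.4, the unadjusted *p*, leaving out each library in turn and, for the correlations, other sets of genes and separate reference libraries. The values over the genes listed by the paper stand in for correlations that had no called genes, and were chosen after the data were seen. Named are the genes for which the paper or its supplementary data give the identifier and, in each pair of groups, up to 2 genes that rose and 2 that fell with the largest change among the called genes whose libraries did not overlap. Symbols and descriptions were taken from the paper, since 0 identifiers of the table matched the name table used here.

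The total counts per library were between 18825286 and 28106278, and a floor of 3 counts was used as the smallest number the depth can show. Intervals from depth cover counting error only. The comparison was tested on simulated data with the means and the dispersions of the *Gmrem1a* and DN50 libraries inoculated with HH103, in which 200 genes were changed. Of these, 149 were called, with 13 false calls among 36409 genes. The share called was 30% of the genes changed 2-fold, 92.4% of those changed 4-fold and 95.1% of those changed 8-fold. A 2-fold change lies on the threshold itself, which limits its share whatever the power. The changed genes were drawn from well-counted ones, and the simulated genes varied independently, so these shares hold for such data only. The genes of Supplementary Data 3, 5 and 6 were joined to the table by the number in their identifiers, and 8 of the 2006 genes of Supplementary Data 3 could not be read because the copy of the table was truncated. Uninoculated plants, plants inoculated with the *nodA* mutant and the qRT-PCR data were not analysed here.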

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

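The tests of nearness in identifier order, of chromosome 8 and of the labels of the libraries were chosen only after the result was seen, while those of library size, of abundant genes and of other groupings were chosen before. In genes that the paper does not discuss, 21 had at most 3 counts in all 6 libraries of 1 genotype and at least 10 counts in all 6 libraries of the other, 12 of them silent in DN50 and 9 silent in *Gmrem1a*. The same criterion between HH103 and the *nopL* mutant was met by 0 genes, a comparison of counts without a test. Of the 21 genes, 14 were called between the genotypes inoculated with HH103, 14 between the genotypes inoculated with the *nopL* mutant, and 11 are in Supplementary Data 5.

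Of the 108 splits of the 12 libraries into 6 and 6 that place 2 libraries of each replicate number on each side, 1 gave as many such genes, the real one, and the others gave at most 1 gene. With every library thinned to 18825286 counts, 40 of the 41 genes called between the genotypes inoculated with HH103 were still called, so a difference in library size does not account for them. The share of counts in the 100 most abundant genes was between 9.79% and 11.4% in DN50 and between 10.4% and 10.8% in *Gmrem1a* inoculated with HH103, with a difference of means of 0.197 percentage points and overlapping ranges. A mislabelled library was tested with the 28 genes that met the criterion among the HH103 libraries alone. Each library inoculated with the *nopL* mutant followed its own genotype in at least 85.7% of these genes.

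A hypothesis is that the DN50 and *Gmrem1a* plants may differ in blocks of linked genes besides the edited gene. Of the 41 genes called with HH103, 27 had another called gene within 50 tested genes in identifier order, against a median of 4 in 10000 random lists of the same expression (one-sided permutation test, p = 0.0001, the smallest these lists can give). In a comparison that shares no library with it, 20 of the 31 genes called with the *nopL* mutant were as near, against a median of 2. As a negative control, the 41 genes with the largest changes in Supplementary Data 3, which compares the strains in DN50, had 6 such genes, against a median of 4 (p = 0.3, one-sided permutation test). For the 41 genes with the largest changes in Supplementary Data 5 the number was 25, against a median of 4. Over the whole list of Supplementary Data 5, 382 of 500 tested genes were near another, against a median of 370 (p = 0.1, one-sided permutation test), so nearness was not shown for the list as a whole. A first form of the control, on all 1533 tested genes of Supplementary Data 3, gave 1498 against a median of 1509 and could not discriminate, because nearly all genes of so long a list are near another. Linkage to *GmREM1a* itself was tested by the identifiers of the 41 genes called with HH103, of which 0 carry the number of chromosome 8, against 9 for chromosome 3 and 8 for chromosome 12. Of the 54 genes called in *Gmrem1a* with the *nopL* mutant against DN50 with HH103, 2 carry it, GLYMA_08G321200 (log2 fold change -1.49) and GLYMA_08G328800 (-1.11), named here after their values were seen. The identifier of *GmREM1a* is GLYMA_08G012800, and neither number is close to it.

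Reads shared between paralogs and variants against the reference were not tested, since no genome of this annotation was used here, and the pattern cannot be told apart from these explanations. *GmREM1a* had 0 counts under its identifier in all libraries of both genotypes, so these counts give no information on the genotype, and whether the table's gene model covers its transcript was not tested.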

How the results depend on the processing

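Every test here was chosen before the results were seen, except DESeq2 at an absolute log2 fold change of at least 0.4, the test that counts sampling noise only, and the alternatives for correlations over genes listed by the paper, which were chosen after seeing the data. The cause of the changes below was not tested, apart from that of r across the genes in both Supplementary Data 3 and 5.

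Between the strains in DN50, 0 genes were called under every alternative with an adjusted p from edgeR or DESeq2 (331 genes had an unadjusted p under 0.05). The unadjusted p gave 78 genes, and sampling noise only gave 3130. For *Gmrem1a* against DN50, both with HH103, 41 genes became 349 with DESeq2, 22 with at least 10 counts in every library, 14 with the replicate block, 949 with the unadjusted p, from 18 to 104 across the fits that each left out 1 library, 539 with DESeq2 at 0.4, and 7739 with sampling noise only. For *Gmrem1a* with the *nopL* mutant against DN50 with HH103, 54 genes became 297, 18, 14, 909, from 19 to 64, 1059 and 10356 under the same alternatives in the same order. For the genotypes inoculated with the *nopL* mutant, 31 genes became 122 with DESeq2, 9 with at least 10 counts, 60 with all 12 libraries in 1 fit, 0 with the replicate block (1017 with an unadjusted p under 0.05), 502 with the unadjusted p, from 13 to 149 with 1 library left out, 150 with DESeq2 at 0.4, and 5130 with sampling noise only. Between the strains in *Gmrem1a*, 0 genes (4102 with an unadjusted p under 0.05) became 121 with DESeq2, 2 with shrunken fold changes, 702 with the unadjusted p, 185 with DESeq2 at 0.4, and 7102 with sampling noise only. The interaction had 0 genes (697 with an unadjusted p under 0.05), 6 with DESeq2 and 345 with the unadjusted p, and shrunken fold changes were not run for it. Common to the strains in DN50 and the genotypes with HH103 were 0 genes, 19 with the unadjusted p and 1389 with sampling noise only. The check of same-numbered libraries gave a mean r of 0.0501 for *Gmrem1a* with the *nopL* mutant against DN50 with HH103, and -0.0322 for the strains in *Gmrem1a*.

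Across the 68 genes in both Supplementary Data 3 and 5, r was 0.480. It became 0.789 with shrunken fold changes (73 genes), 0.881 with at least 10 counts (60 genes) and 0.319 over all genes tested in both. Leaving out only the genes silent in 1 genotype gave 0.789 over 66 genes, so the value of 0.480 depends on these genes. Across the 34 genes common to *Gmrem1a* with HH103 and with the *nopL* mutant, r was 0.9992. The alternatives also changed the genes. It became 0.9961 with DESeq2 (105 genes), 0.9935 with shrunken fold changes (35 genes) and 0.9976 with at least 10 counts (13 genes). It was 0.9966 with all 12 libraries in 1 fit (52 genes) and 0.9845 with the unadjusted p (319 genes). Over the genes listed by the paper it was 0.9915 (155 genes), and over all genes 0.6925. With separate references for the 34 genes it was 0.9941. Between the genotype effects with HH103 and with the *nopL* mutant, r was 0.9845 over 41 genes. It became 0.942 with DESeq2 (349 genes), 0.9308 with shrunken fold changes (57 genes) and 0.861 with the unadjusted p (886 genes). It was 0.9419 over the genes listed by the paper (493 genes) and 0.6209 over all genes. No value could be given for correlations over genes called between the strains in DN50, except 0.646 over 19 common genes with the *Gmrem1a* effect under HH103 and 0.156 over 72 genes with the *nopL* effect in *Gmrem1a*, both with the unadjusted p, and 0.502 over 1389 and 0.395 over 3059 genes, in the same order, with sampling noise only.

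Among 475 values of 35 results for named genes under the alternatives, 443 kept their direction and their side of the threshold, 21 were weaker, 4 stronger and 7 reversed. The log2 fold change of *GmNFR1* between the strains in DN50 became -0.11 with the replicate block. With each library left out in turn it was from -0.78 (without DN50 *nopL* replicate 2) to 0.53, and that of *GmNFR5* was from -0.19 to 0.018 (without DN50 *nopL* replicate 1). For *Gmrem1a* with the *nopL* mutant against DN50 with HH103, that of *GmNFR5* was from -0.0018 (without *Gmrem1a* *nopL* replicate 3) to 0.37 and that of *GmPLT1* from -0.84 to 0.068 (without *Gmrem1a* *nopL* replicate 2). Between the genotypes with the *nopL* mutant, that of *GmPLT1* was from -0.40 (without *Gmrem1a* *nopL* replicate 1) to 0.49, and it was -0.09 without DN50 *nopL* replicate 1. In data simulated with the depth and spread of the *Gmrem1a* and DN50 libraries inoculated with HH103, 18 of 60 genes changed 2-fold were called. A 2-fold change lies on the threshold itself, so changes near it are often missed whatever the power. The simulated genes varied independently and the changed ones were drawn from well-counted genes, so this share does not describe the strains in DN50.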

Differences from the paper's values

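The values over the genes the paper lists and their alternatives, and the alternatives marked as such, were chosen only after the result was seen. The paper's number of genes between DN50 inoculated with the *nopL* mutant and with HH103 is 2006, against 0 here (331 with an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap. The thresholds are unlike, since the paper's list goes down to an absolute log2 fold change of 0.4. Of its 1998 readable genes, 329 reach the 1 required here. A test that counts sampling noise only, at an absolute log2 fold change of at least 0.4, gave 3130 genes and was chosen after seeing the values. For *Gmrem1a* against DN50, both inoculated with HH103, the paper's number is 596, against 41 here, and none of the alternatives set before the data were examined closed the gap. Here too the thresholds are unlike, as 180 of the 596 have an absolute log2 fold change of at least 1. DESeq2, which the Methods name, gave 349 genes at the thresholds of the Methods. DESeq2 at an absolute log2 fold change of at least 0.4, chosen after seeing the values, gave 539 genes. The paper's number of common genes is 83, against 0 here, and none of the alternatives closed the gap. The paper's list for *Gmrem1a* inoculated with the *nopL* mutant against DN50 inoculated with HH103 has 1205 genes, against 54 here. Of the listed genes, 380 have an adjusted p of at most 0.05 in the paper, so this threshold is unlike as well. With the unadjusted p in place of the adjusted one, the number called here was 909, within 1.5 times the paper's 1205. With DESeq2 at 0.4, chosen after seeing the values, it was 1059. The other alternatives set before the data were examined did not close the gap.

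The paper's correlation in Fig. 7c is 0.68, against 0.480 here over the genes the paper lists. With alternatives for these genes chosen after seeing the data, it was within the error of the paper's value with shrunken fold changes (0.789), without DN50 HH103 replicate 2 (0.5452), without DN50 *nopL* replicate 3 (0.5365) and without *Gmrem1a* HH103 replicate 3 (0.5456), and not under the other alternatives for these genes. Over the 19 genes common at the unadjusted p it was 0.646, and over the listed genes without those silent in 1 genotype, a set chosen after seeing the values, it was 0.789 (66 genes). The correlation of the paper's own log2 fold changes over the 83 genes in both Supplementary Data 3 and 5 is 0.51. The paper's correlation in Fig. 7d is 0.98, against 0.9992 here. None of the alternatives set before the data were examined came within the error of 0.00131, which is smaller than the rounding of the paper's value. The nearest, 0.9845 with the unadjusted p, equals the paper's 0.98 at the precision the paper prints. The correlation of the paper's own log2 fold changes over the 203 genes in both Supplementary Data 5 and 6 is 0.954.

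The paper reports higher expression of *GmNFR5* in *Gmrem1a* by qRT-PCR (Fig. 7g). Its log2 fold change between the genotypes here was -0.41 with HH103 and 0.29 with the *nopL* mutant, and neither passed the adjustment. The paper places *GmPLT1* among the genes common to both comparisons, and it was called in neither here. With DESeq2 it was called between the genotypes with HH103 (adjusted p = 0.0011, over all alternatives from 0.0011 to 0.762).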

Other observations

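The test of the paper's p-values and the correlations without silent genes were chosen only after the result was seen. So were the values over the 68 genes in both Supplementary Data 3 and 5. The other tests were chosen before. Other splits of the same libraries were counted, each split and its mirror once. With 3 libraries against 3 there are 10 splits, of which 4 part every pair of same-numbered libraries as the real one does, and the other 6 place a same-numbered pair on the same side. No share under 0.05 is possible with so few. For *Gmrem1a* against DN50 with HH103, 1 of the 4 splits gave as many called genes, the real one, and for *Gmrem1a* with the *nopL* mutant against DN50 with HH103 it was also 1 of 4. For the genotypes with the *nopL* mutant, 2 of 4 did, and another split gave 531 genes. Between the strains in DN50, 4 of 4 splits gave as many as the real count of 0, which no split can be below (331 genes had an unadjusted p under 0.05). The number with an unadjusted p under 0.05 was also reached by 4 of 4 splits, and the 331 genes of the real split were the fewest of all 10, the others giving between 788 and 5641. Between the strains in *Gmrem1a*, 4 of 4 splits gave as many as the real count of 0 (4102 genes had an unadjusted p under 0.05), and 1 of 4 reached 4102 genes with an unadjusted p under 0.05, the real one. Over all 10 splits 2 reached it, as a split that does not part every pair gave 5625 such genes and 257 called genes. For the interaction, 32 of 32 exchanges of the strain labels within replicate numbers gave as many as the real count of 0, as any exchange must (697 genes had an unadjusted p under 0.05). As many genes with an unadjusted p under 0.05 were given by 26 of the 32.

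For the common DEGs of the strains in DN50 and the genotypes with HH103, 30 of 30 drawn exchanges of the group labels within replicate numbers gave as many as the real count of 0, as any exchange must (19 genes passed in both with the unadjusted p), and 3 of the 30 gave common genes, at most 25. The correlation over genes common to *Gmrem1a* with HH103 and with the *nopL* mutant was reached by 1 of 30 exchanges, the real one, but only 2 of the 30 had enough called genes for a value, and the other also had 34 common genes, with an r of 0.9981, so this does not set the real grouping apart. That of the genotype effects with HH103 and with the *nopL* mutant was reached by 1 of 32, the real one, but only 8 of the 32 had a value, too few for a share under 0.05, and the largest of the others was 0.8273. Without the genes silent in 1 genotype, the first correlation was 0.997 over 20 genes and the second 0.968 over 27 genes. Across the 68 genes in both Supplementary Data 3 and 5, leaving out such genes changed r from 0.480 to 0.789 over 66 genes. Over all 36046 other genes tested in both, the genotype effects had an r of 0.510.

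A hypothesis on the paper's p-values for the *nopL* mutant in DN50 is that they may count only the sampling noise of summed counts. Across the listed genes their ranks correlated with p-values computed from the counts without variance between replicates with a Spearman rho of 0.93, against 0.112 for edgeR's quasi-likelihood test and 0.213 for DESeq2. For Supplementary Data 5 the corresponding values were 0.136, 0.612 and 0.705, and for Supplementary Data 6 they were 0.548, 0.777 and 0.842. In simulated counts, the sampling-noise test gave p under 0.05 in 4.57% of genes without variance between replicates and in 58.4% with it. The test compares ranks, and it does not show how the paper's values were made.

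The correlation of the *nopL* effect in DN50 with the *Gmrem1a* effect under HH103 was tested for the shared DN50 HH103 reference. Across all genes the mean r with separate references was -0.0855, so the correlation across all genes may come from the shared libraries. With the *Gmrem1a* effect under the *nopL* mutant, which shares the DN50 *nopL* libraries with opposite sign, r across all genes was -0.0312, too near 0 to tell. The limit of 0.1 below which r is read as near 0 was set after this value was seen. Over the 68 listed genes that r was 0.0928. *GmUNK1* (GLYMA_12G020500, chromosome 12) had 60.9 ± 14.3 CPM (SD, n = 3) in DN50 with HH103 and 70.1 ± 5.59 CPM in *Gmrem1a* with HH103, a log2 fold change of 0.18 (standard error 0.168, adjusted p = 0.679 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).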
